# Platelet factors attenuate inflammation and rescue cognition in ageing

**DOI:** 10.1038/s41586-023-06436-3

**Published:** 2023-08-16

**Authors:** Adam B. Schroer, Patrick B. Ventura, Juliana Sucharov, Rhea Misra, M. K. Kirsten Chui, Gregor Bieri, Alana M. Horowitz, Lucas K. Smith, Katriel Encabo, Imelda Tenggara, Julien Couthouis, Joshua D. Gross, June M. Chan, Anthony Luke, Saul A. Villeda

**Keywords:** Neuroimmunology, Cognitive ageing

## Abstract

Identifying therapeutics to delay, and potentially reverse, age-related cognitive decline is critical in light of the increased incidence of dementia-related disorders forecasted in the growing older population^1^. Here we show that platelet factors transfer the benefits of young blood to the ageing brain. Systemic exposure of aged male mice to a fraction of blood plasma from young mice containing platelets decreased neuroinflammation in the hippocampus at the transcriptional and cellular level and ameliorated hippocampal-dependent cognitive impairments. Circulating levels of the platelet-derived chemokine platelet factor 4 (PF4) (also known as CXCL4) were elevated in blood plasma preparations of young mice and humans relative to older individuals. Systemic administration of exogenous PF4 attenuated age-related hippocampal neuroinflammation, elicited synaptic-plasticity-related molecular changes and improved cognition in aged mice. We implicate decreased levels of circulating pro-ageing immune factors and restoration of the ageing peripheral immune system in the beneficial effects of systemic PF4 on the aged brain. Mechanistically, we identified CXCR3 as a chemokine receptor that, in part, mediates the cellular, molecular and cognitive benefits of systemic PF4 on the aged brain. Together, our data identify platelet-derived factors as potential therapeutic targets to abate inflammation and rescue cognition in old age.

## Abstract (web summary)

Platelet factors transfer the benefits of young blood to the ageing brain in mice through CXCR3, which mediates the cellular, molecular and cognitive benefits of systemic PF4 on the aged brain.

## Main

Systemic rejuvenating interventions—such as heterochronic parabiosis (in which the circulatory systems of young and aged animals are joined)—can reverse age-related impairments in neurogenesis, synaptic plasticity and cognitive function in aged mice^2–7^. Although the field of rejuvenation research is fast growing, the underlying components in the blood of young animals responsible for reversing age-related brain impairments remain largely unclear. Reports using heterochronic parabiosis led to studies in which systemic administration of blood plasma preparations derived from young or exercised mice was demonstrated to rejuvenate the aged brain. These plasma preparations are in large part devoid of cellular components; however, the universally used approach to generate plasma from the blood of young mice in these studies yields plasma preparations that contain both soluble factors and platelets^3,4,6–10^. We therefore sought to define the cellular and molecular mechanisms in the blood of young animals that drive the beneficial effects of systemically administering young blood plasma on the aged brain.

## Platelet factors abate neuroinflammation

To functionally investigate cellular components remaining in the blood plasma preparations of young mice (hereafter, the young blood plasma preparation), we used a centrifugation-based approach to collect the platelet fraction of young mice (hereafter, the young platelet fraction) and examined the potential beneficial effects of its systemic administration on the aged brain. As a control, we confirmed platelet enrichment within the young platelet fraction (Fig. 1a–c). Aged male mice were subsequently intravenously injected with either the young blood plasma preparation, the young platelet fraction or saline (100 μl per injection) 8 times over 24 days (Fig. 1d). 

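Hippocampi of 17 aged male mice were sequenced, 5 from mice given saline, 6 from mice given the young blood plasma preparation and 6 from mice given the young platelet fraction. The mice were 20 months old and received 8 intravenous injections of 100 μl over 24 days. The whole hippocampus was taken, so each value is an average over the neurons of the dentate gyrus and the CA fields, the glia and the vessels. Transthyretin (Ttr), a transcript of the choroid plexus that lies against the hippocampus, ranged from 848 normalized counts in saline-treated mouse 7152 to 55264 in young platelet fraction mouse 7154. By the paper's methods, RNA was extracted with TRIzol and made into libraries with a modified Smart-Seq2 protocol, in which full-length cDNA is primed on the poly(A) tail and then fragmented and tagged by a transposase. The sample labels instead name a strand-specific library kit with poly(A) selection, and neither source settles which was used.

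The authors aligned the reads to mm10 with STAR, counted them per gene with RSEM and compared each treatment with saline in DESeq2. Their deposited tables list 24411 genes, with a normalized count for each library, which is the gene count divided by a size factor of the library. Every value of a library was a whole multiple of one step, within 0.01 of a read. The reads behind 100% of the values could therefore be recovered. They are the reads counted for the listed genes, not all that were sequenced. The libraries held 6140510 to 10522699 reads in the saline group (median 8629386), 6586357 to 7739868 in the young plasma group (median 6742428.5) and 6763608 to 7438930 in the young platelet fraction group (median 7066300.5). At least 1 read was found for 16203 to 16671 genes per library.

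Each treatment was then compared with saline on log2(normalized count + 1) with limma and a trend of the variance on the mean, within its own table, because the 2 tables were normalized separately. Genes with a normalized count of 10 or more in at least 5 libraries were tested, which were 13594 for young plasma and 13603 for the young platelet fraction. All differences are treated minus saline, and on this scale the change of a low gene is understated. A gene was called at the threshold of the paper, an unadjusted P of 0.05, and the number called after Benjamini-Hochberg adjustment is given beside it. Standard deviations and n refer to mice. On the first principal component of all 17 libraries, which held 25.3% of the variance, 5 libraries stood apart from the rest, namely saline 7146 and 7152, young plasma 7147 and 7150 and young platelet fraction 7148.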

To investigate the molecular changes elicited in the aged brain by systemic administration of the young blood plasma preparation and the young platelet fraction, we performed RNA-sequencing (RNA-seq) analysis of the aged hippocampus—a brain region that is sensitive to the detrimental effects of ageing^11^. 

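Transcripts of oligodendrocytes, the cells that form myelin, had higher values after both treatments, though as a list they did not pass with an estimated correlation between genes. Of 43 measured genes of myelin and oligodendrocytes, 28 were higher after the young blood plasma preparation and 38 after the young platelet fraction at the threshold, and none was lower. The median log2 fold changes of the list were 0.47 and 0.58. A fit with a term for genes of the ventricle lining (ependymal genes, below) was chosen after seeing the data. In it 4 and 16 passed the threshold, and the medians were 0.263 and 0.355. Apod, which encodes apolipoprotein D and lies on chromosome 16 of mm10 from 31296192 to 31314808, had a normalized count of 1698 ± 289 (SD, n = 6) after the young platelet fraction and 1078 ± 144 (SD, n = 5) after saline. This is a log2 fold change of 0.65 (standard error 0.12, adjusted p = 0.785 from limma), and all 6 treated mice were above every saline-treated mouse (two-sided exact permutation test of log2 values, p = 0.00216, the smallest that 6 mice against 5 allow). Apod was named for its small p, so this separation follows from the choice and adds no evidence. Of all genes tested for the young platelet fraction, 35 (0.257%) separated in full, where chance gives 0.433%. Opalin, which encodes a membrane protein of oligodendrocytes (chromosome 19, 41061959 to 41077113), had 368 ± 64.9 normalized counts (SD, n = 6) against 213 ± 47.9 (SD, n = 5). Sox10, a transcription factor of the oligodendrocyte lineage (chromosome 15, 79154913 to 79164490), had 106 ± 21.3 normalized counts (SD, n = 6) after young plasma and 71.4 ± 16.5 (SD, n = 5) after saline, and 3 of the 6 treated mice were above every saline-treated mouse.

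The myelin list, as all lists here, was fixed before the data were examined but with the study's tables of called genes already read, so its direction is not independent evidence. With limma, no member passed adjusted p over all genes. Adjusted over the list alone, 37 were higher after the young platelet fraction and 0 after young plasma. With camera, a test of a gene list against all other genes, the adjusted p of the list was 2.1e-29 after young plasma and 6.7e-45 after the young platelet fraction at a preset correlation of 0.01 between genes. Adjusted p = 0.222 and 0.191 with an estimated correlation.

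Of 37 measured genes of motile cilia, carried by the ependymal cells that line the ventricles, 33 had a higher value after young plasma. After the young platelet fraction 36 of 39 did. At the threshold 7 and 9 were higher and none lower, and 0 were when adjusted over the list alone. The medians were 0.47 and 0.64, and the list did not pass with an estimated correlation (adjusted p = 0.222 and 0.470 from camera). Within groups, the mean level of the myelin list ran with that of these ependymal genes (17 libraries, Pearson r = 0.675). Cdhr3, a cadherin of ciliated cells (chromosome 12, 33033795 to 33092901), had 36.8 ± 14.8 normalized counts (SD, n = 6) after young plasma and 13.7 ± 4.87 (SD, n = 5) after saline, and 53.6 ± 32.7 (SD, n = 6) after the young platelet fraction. Of 4 measured red cell genes, 3 were higher after the young platelet fraction, also when adjusted over the list alone, with a list adjusted p of 0.191 with an estimated correlation. Hba-a1, an α-globin gene with a near-identical copy that can share its reads, had 292 ± 275 normalized counts (SD, n = 6) against 87.6 ± 38.7 (SD, n = 5). After young plasma 1 of 3 was higher, Bpgm, an enzyme of red cells that other tissues also express. After young plasma the cilia median was 0.21 without saline 7152 and 0.26 without young plasma 7156, and Bpgm lost its call without saline 7155, young plasma 7150 or young plasma 7156.

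Among lower genes, Slc1a1, a neuronal glutamate transporter (chromosome 19, 28835135 to 28913960), had 1707 ± 150 normalized counts (SD, n = 6) after young plasma and 2061 ± 172 (SD, n = 5) after saline, with all 6 treated mice below every saline-treated mouse. It too was named for its small p, so its separation adds no evidence. Of all genes tested for young plasma, 26 (0.191%) separated in full, where chance gives 0.433%. Srr, which encodes the serine racemase that makes D-serine, had 1064 ± 82.1 (SD, n = 6) against 1290 ± 72.3 (SD, n = 5). After the young platelet fraction, the neuropeptide Y receptor genes Npy1r and Npy5r had 234 ± 53.6 and 58.5 ± 8.53 normalized counts (SD, n = 6) against 332 ± 35.3 and 87.5 ± 16.0 (SD, n = 5).

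In all, 456 genes passed the threshold after young plasma (251 higher, 205 lower) and 527 after the young platelet fraction (328 higher, 199 lower), where chance alone gives 680 in each comparison. None passed adjusted p with limma (smallest 0.9997 and 0.785) or edgeR, which called 462 and 529 at an unadjusted P under 0.05, and DESeq2 on the recovered reads of the same genes called 0 and 10 at adjusted p. Between the 2 treatments, 0 of 13693 genes differed at adjusted p with limma or edgeR, and 260 and 268 did at an unadjusted P under 0.05 (chance gives 685). The 260 became 435 without young plasma 7159 and 444 and 394 without young platelet fraction 7148 and 7151. Single libraries moved the counts against saline, to 298 without saline 7146 and 297 without young plasma 7156, and for the young platelet fraction to 870, 792 and 344 without mice 7145, 7148 and 7157. Without the 5 libraries that stood apart, a set chosen after seeing the data, 300 genes passed after young plasma.

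**Figure D1:**
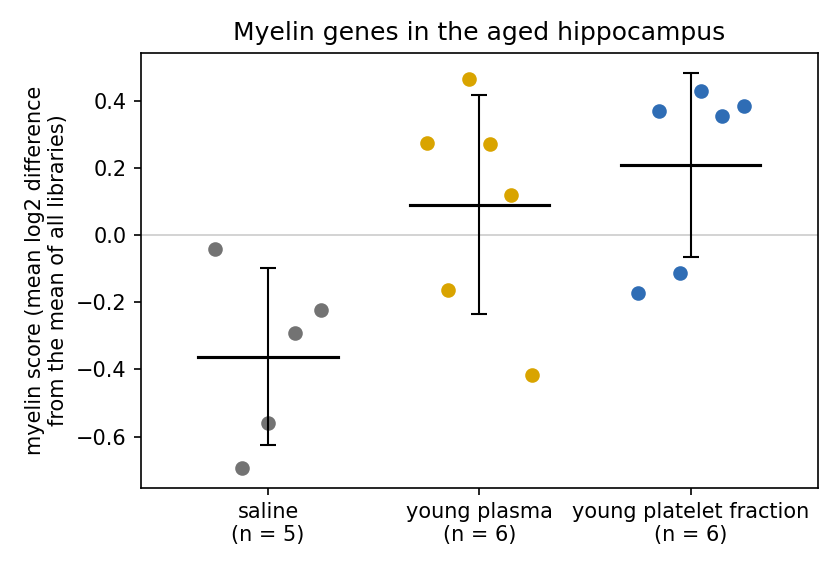
Myelin score of each hippocampus (y axis, mean over the myelin and oligodendrocyte genes of the log2 difference from the mean of the 17 libraries) by treatment (x axis). Points are mice, long lines group means and bars SD. Saline-treated mice lie between -0.69 and -0.04, and 8 of the 12 treated mice lie above all of them.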

Relative to saline-treated aged control mice, administration of the young blood plasma preparation and the young platelet fraction resulted in the differential expression of 605 and 671 genes, respectively (Fig. 1e). 

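Among immune genes, Il33, which encodes an alarmin cytokine held in the nuclei of glia (chromosome 19, 29925113 to 29960718), had 905 ± 102 normalized counts (SD, n = 6) after the young platelet fraction and 648 ± 65.4 (SD, n = 5) after saline, a log2 fold change of 0.48 (standard error 0.10, adjusted p = 0.785 from limma). After young plasma it had 836 ± 220 (SD, n = 6) against 645 ± 65.3 (SD, n = 5), which did not pass the threshold, except without young plasma 7147 or 7594. Il33 was 1 of 6 measured regulators of chemokine production and was higher also when adjusted over the list alone. After young plasma the one higher member of that list was C1qtnf4, a secreted protein related to C1q, with 52.7 ± 8.81 normalized counts (SD, n = 6) against 34.9 ± 8.68 (SD, n = 5), and not when adjusted over the list alone. Of the interferon response genes, 6 of 36 measured were higher after young plasma and 3 of 37 after the young platelet fraction, none was lower, and the medians were 0.26 and 0.20 (adjusted p = 0.222 and 0.530 with an estimated correlation). Ifit3, an interferon-induced antiviral gene, had 243 ± 81.4 and 230 ± 43.7 normalized counts (SD, n = 6 each) against 161 ± 29.9 and 162 ± 30.1 (SD, n = 5) in the 2 tables. Antigen presentation genes passed in 1 of 21 after each treatment, and 20 and 16 of the 21 had a higher value (medians 0.31 and 0.09, adjusted p = 4.3e-07 and 0.0505 from camera at the preset correlation, 0.222 and 0.489 with an estimated one). Complement genes were higher in 0 of 18 after young plasma and 1 of 17 after the young platelet fraction. That gene was C4b, at 1289 ± 230 normalized counts (SD, n = 6) against 936 ± 265 (SD, n = 5). Microglia activation genes were higher in 0 of 28 and 2 of 26, and genes of TNF and NF-κB signalling in 0 of 48 and 3 of 47, with none lower. As a list, activation genes were higher after both treatments at the preset correlation (medians 0.13 and 0.08, adjusted p = 0.00468 and 0.0334 from camera) and not with an estimated one (0.344 and 0.487), as were complement genes after young plasma, where 14 of 18 had a higher value (median 0.16, adjusted p = 0.0375 and 0.270). Without young plasma 7150 the medians of the interferon and antigen presentation lists after young plasma were 0.14 and 0.18, and the activation call was lost. The complement call was lost without saline 7143, 7146, 7152 or 7596 or young plasma 7147, 7150 or 7156. Its median ran from 0.06 without young plasma 7147 to 0.25 without saline 7155. After the young platelet fraction the interferon median was 0.13 without saline 7143 or 7152 and 0.11 without mouse 7145. The activation call there was lost without saline 7143, 7146 or 7596 or mouse 7154 or 7595. The activation median there ran from 0.02 without mouse 7154 to 0.12 without mouse 7145. A preset call of antigen presentation was gained there without saline 7152 or 7155 or mouse 7148 or 7595. Its median ran from 0.07 without mouse 7157 to 0.22 without mouse 7148. Ifit3 after young plasma and C4b lost their calls without saline 7146.

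Among genes of the nervous system, 14 of 70 measured genes of synaptic transmission were lower and 3 higher after young plasma, and 5 were lower and 1 higher after the young platelet fraction, with medians of -0.13 and -0.07 (adjusted p = 0.201 and 0.410 with an estimated correlation). Htr1a, a serotonin receptor gene (chromosome 13, 105443693 to 105448133), was lower after both, at 297 ± 53.9 and 293 ± 66.3 normalized counts (SD, n = 6 each) against 380 ± 34.3 and 382 ± 34.3 (SD, n = 5). Grm4, a metabotropic glutamate receptor gene, was higher after young plasma, at 57.9 ± 20.5 (SD, n = 6) against 29.1 ± 11.6 (SD, n = 5). Genes of dentate granule cells, the principal neurons of the dentate gyrus, were lower in 6 of 22 after young plasma and 5 of 22 after the young platelet fraction, none was higher, and the medians were -0.36 and -0.27 (adjusted p = 0.222 and 0.410 with an estimated correlation). Prox1, the transcription factor that marks these cells (chromosome 1, 190118035 to 190170827), had 370 ± 118 normalized counts (SD, n = 6) after young plasma against 525 ± 68.4 (SD, n = 5), and 5 of the 6 treated mice were below every saline-treated mouse. Of 17 measured genes of plasticity and neurotrophins, 4 were lower and 1 higher after young plasma and 3 were lower and 1 higher after the young platelet fraction. The higher gene was Ngfr, a neurotrophin receptor, in both. Its call after young plasma was lost without saline 7146, saline 7152 or young plasma 7156. The dentate median after young plasma was -0.23 without saline 7152, and the synaptic median after the young platelet fraction was -0.11 without mouse 7145.

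Of the 13496 genes tested in both comparisons, 137 passed the threshold after both treatments, 101 higher and 36 lower in both and 0 in opposite directions. Independent lists of these sizes would share 5.76 higher and 3.02 lower genes. Apod, Opalin, Mobp, Sox10 and Trf of the myelin list, Cdhr3 and Tppp3 of the cilia list, Ifit3 and Xaf1 of the interferon list and Trpc6, Neurod1 and Htr1a among the lower neuronal genes were shared. Of these, Neurod1 lost its call after the young platelet fraction without saline 7143, 7146 or 7152 or mouse 7145, 7151, 7154 or 7157, and after young plasma without saline 7152. After young plasma, Trf lost its call without saline 7146 or 7152 or mouse 7144, 7150 or 7156, and Xaf1 without saline 7146 or 7155 or mouse 7150. Both comparisons use the same 5 saline libraries, and 100 simulated pairs of unchanged groups against them shared a median of 76 genes (2 to 468), 24 pairs at least as many as observed. Across genes, which are not independent replicates, the fold changes of the 2 treatments correlated at 0.622, with a covariance of 0.0308 against a mean of 0.0330 in the simulated pairs. With the saline libraries split between the comparisons (20 splits), a median of 27 genes was shared, 21 in the same direction, and the correlation was 0.0232, against 29.5, 12 and -0.0157 in simulated pairs. The number shared was 79, 84 and 90 without saline 7146, saline 7152 and young plasma 7156, 209 without saline 7143, and 63 without the 5 libraries that stood apart, a set chosen after seeing the data.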

Gene Ontology (GO) analysis of the overlapping 195 differentially expressed genes (DEGs) across the young blood plasma preparation and young platelet fraction treatments identified changes associated with immune regulation and nervous system development (Fig. 1f–h and Supplementary Table 1).

**Fig. 1:**
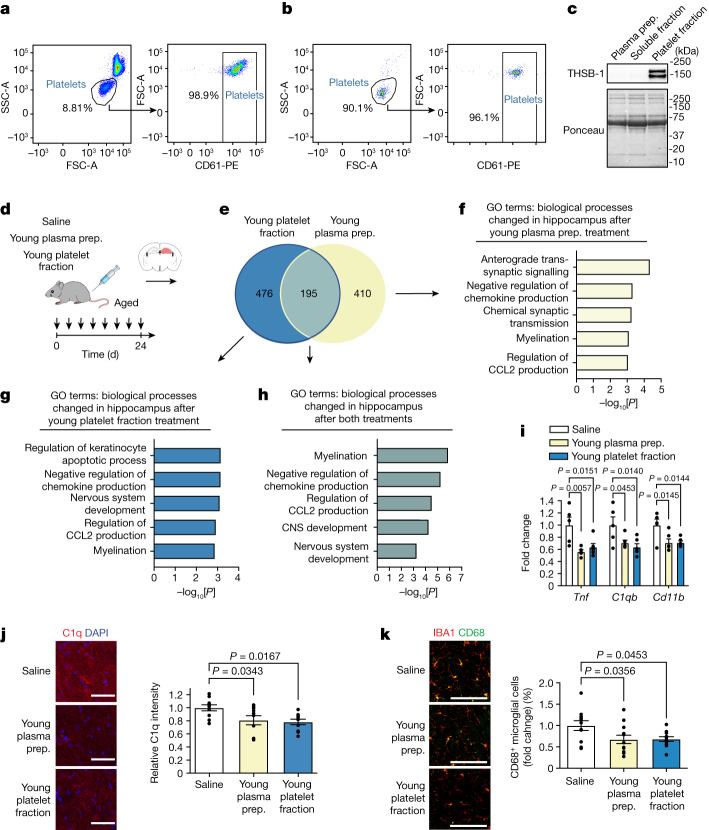
Platelet factors mitigate neuroinflammation in the aged hippocampus. **a**,**b**, Flow cytometry analysis of CD61^+^ platelets in mouse whole blood (**a**) and in the platelet fraction of young plasma preparations (**b**). **c**, Western blot of platelet marker thrombospondin-1 (THSB-1) in the young plasma preparation (prep.), the platelet-depleted fraction and the platelet fraction of mice. **d**, The timeline of administration of each treatment to aged (20 months) male mice. **e**–**h**, RNA-seq analysis of the hippocampus of aged mice after systemic treatment with young plasma preparation (yellow; *n* = 6 mice) or young platelet fraction (blue; *n* = 6 mice) relative to aged saline-treated mice (*n* = 5 mice). **e**, DEGs (*P* < 0.05) in the hippocampus of aged mice. **f**–**h**, GO terms associated with DEGs after treatment with young plasma preparation (**f**) and young platelet fraction (**g**) and the overlapping DEGs (**h**). **i**, qPCR analysis of neuroinflammation-related gene expression relative to *Gapdh* in the hippocampus of aged mice. *n* = 5 (saline), 6 (young plasma) and 6 (young platelet fraction) mice. **j**,**k**, Representative images and quantification of the C1q signal intensity (**j**; *n* = 10 mice per group) and IBA1^+^ and CD68^+^ cells (**k**; *n* = 11 (saline), 12 (young plasma) and 11 (platelet fraction) mice) in the dentate gyrus of the aged hippocampus. Uncropped immunoblots are provided in Supplementary Fig. 1. Scale bars, 25 μm (**j**) and 100 μm (**k**). Data are mean ± s.e.m. Statistical analysis was performed using Fisher’s exact tests (**f**–**h**) and one-way analysis of variance (ANOVA) with Dunnett’s post hoc test (**i**–**k**). Source data

Maladaptive inflammation is a hallmark of brain ageing^12^—with increased expression of pro-inflammatory genes, complement cascade initiation and microglial activation (Extended Data Fig. 1a–d). Correspondingly, we examined these neuroinflammation markers in an independent cohort of aged male mice after systemic administration of the young blood plasma preparation, the young platelet fraction or saline. We detected a decrease in the expression of the pro-inflammatory cytokine tumour necrosis factor (*Tnf*), complement initiator *C1qb* and microglia activation marker *CD11b* on the basis of quantitative PCR (qPCR) analysis of the hippocampus of aged mice after systemic administration of the young blood plasma preparation or the young platelet fraction compared with saline (Fig. 1i); we likewise detected a decrease in the level of C1q protein in the aged hippocampus as determined by immunohistochemical analysis (Fig. 1j). We analysed microglia, the resident macrophages of the brain, and observed a decrease in the levels of IBA1-positive microglia co-expressing the lysosomal activation marker CD68 in the hippocampus of aged mice after systemic administration with the young blood plasma preparation or the young platelet fraction (Fig. 1k). No differences in neuroinflammation markers were observed in aged male mice after systemic administration of the aged platelet fraction compared with saline (Extended Data Fig. 1e–h). Our data indicate that systemic administration of the young plasma preparation decreases neuroinflammation in the aged hippocampus, and that these benefits are transferred, at least in part, through factors within the young platelet fraction. These findings also demonstrate that the benefits of the young blood plasma preparation on the aged brain extend beyond previously reported rejuvenating effects on adult neurogenesis and synaptic plasticity^2–7^.

## PF4 is elevated in young blood plasma

We next sought to gain mechanistic insights into individual circulating factors mediating the observed beneficial effects of systemically administering the young platelet fraction. PF4—a chemokine released from platelets and involved in coagulation and immunomodulatory functions^13,14^—is elevated in the blood serum after neutral blood exchange in aged mice (a systemic rejuvenating intervention^15^) as well as therapeutic plasma exchange in humans (a similar human clinical procedure^16^). Moreover, PF4 has been implicated in the beneficial effects of exercise on neurogenesis in the young brain^17^. Although inconsistent evidence for age-related bidirectional changes in the levels of platelet-derived PF4 exist in the literature, reports have shown decreased PF4 in the plasma of humans and non-human primates with age^18^. We detected higher PF4 levels in the platelet fraction of young mice compared with aged mice by western blot analysis (Fig. 2a), and elevated levels were detected in the blood plasma preparations from young mice on the basis of an enzyme-linked immunosorbent assay (ELISA) (Fig. 2b). Moreover, we detected elevated levels of PF4 in platelet-rich plasma derived from the blood of young compared with older healthy human individuals by western blot analysis (Fig. 2c,d). Correspondingly, we elected to focus our functional studies on PF4. Note that the perceived discrepancy in PF4 levels observed with age across groups may be the result of methodological differences. Whereas blood centrifuged at high speeds generates platelet-poor plasma, blood plasma preparations used to promote hippocampal rejuvenation contain remaining platelets that could differ in platelet number and activation state, consequently influencing the levels of PF4 detected with age.

**Fig. 2:**
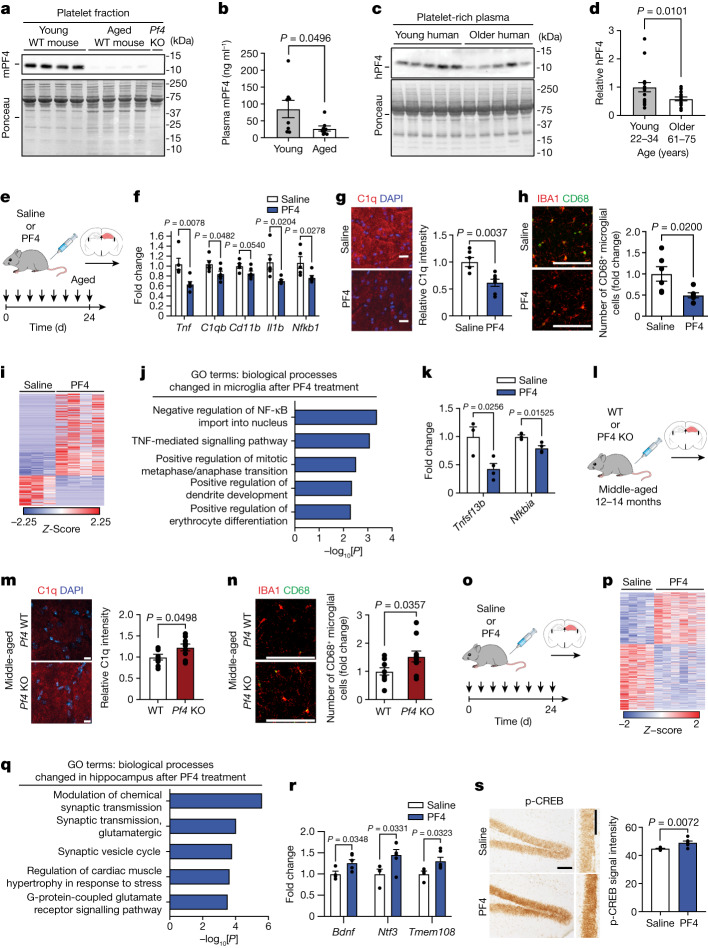
Systemic PF4 attenuates neuroinflammation and elicits synaptic-related changes in the aged hippocampus. **a**,**b**, Western blot analysis of PF4 in the platelet fraction (*n* = 4 independent samples per group) (**a**) and ELISA of PF4 in blood plasma preparations from young (3 months) and aged (20 months) mice (*n* = 8 mice per group) (**b**). **c**,**d**, Western blot analysis (**c**) and quantification (**d**) of PF4 in platelet-rich plasma from young (27.1 ± 3.7 years) and older (66.3 ± 4.2 years; *n* = 16 participants per group) humans. **e**, The timeline of saline or PF4 administration to aged male mice. **f**, qPCR analysis of neuroinflammation-related gene expression relative to *Gapdh* in the aged hippocampus (*n* = 5 saline; 6 PF4 mice). **g**,**h**, Representative images and quantification of C1q signal intensity (**g**; *n* = 6 (saline) and 7 (PF4) mice) and IBA1^+^ and CD68^+^ cells (**h**; *n* = 6 mice per group) in the dentate gyrus of the aged hippocampus. **i**–**k**, Significant DEGs (*P* < 0.01) after RNA-seq analysis (**i**), associated GO terms (**j**) and the fold change in expression (fragments per kilobase of transcript per million mapped reads (FPKM)) of TNF-signalling-related genes (**k**) in aged hippocampal microglia (*n* = 3 (saline) and 4 (PF4) mice). **l**, Schematic of middle-aged (12–14 months) WT and *Pf4*-deficient (*Pf4* KO) male mice. **m**,**n**, Representative images and quantification of C1q signal intensity (**m**; *n* = 8 WT; 9 *Pf4*-KO mice) and IBA1^+^ and CD68^+^ cells (**n**; *n* = 10 mice per group) in the dentate gyrus of the middle-aged hippocampus. **o**, The timeline of saline or PF4 administration to aged male mice. **p**–**r**, Significant DEGs (*P* < 0.05) after RNA-seq analysis (**p**), associated GO terms (**q**) and the fold change in expression (FPKM) of synaptic-transmission-related genes (**r**) in the aged hippocampus (*n* = 4 (saline) and 6 (PF4) mice). **s**, Representative images and quantification of CREB phosphorylation (p-CREB) immunolabelling in the aged hippocampus (*n* = 6 mice per group). Uncropped immunoblots are provided in Supplementary Fig. 1. Data are mean ± s.e.m. Statistical analysis was performed using two-tailed unpaired *t*-tests (**b**, **d**, **f**–**h**, **k**, **m**, **n**, **r** and **s**) and Fisher’s exact tests (**j** and **q**). Scale bars, 10 μm (**g** and **m**), 100 μm (**h** and **n**) and 150 μm (**s**). Source data

## PF4 reduces neuroinflammation

To investigate the potential pro-youthful activity of PF4, aged male mice were systemically administered with carrier-free recombinant mouse PF4 (5 μg ml^−1^) or saline 8 times over 24 days (100 μl per injection), and neuroinflammation was assessed in the hippocampus of aged mice (Fig. 2e). We detected decreased hippocampal expression of pro-inflammatory genes *Tnf*, *Nfkb1* and *Il1b*, complement factor *C1qb* and microglia activation marker *CD11b* in aged mice that were administered with PF4 compared with in those administered with saline, as determined using qPCR (Fig. 2f). Furthermore, we observed reduced C1q levels and a decrease in activated CD68^+^ microglia in the hippocampus of aged mice after PF4 treatment on the basis of immunohistochemistry analysis (Fig. 2g,h). To further investigate microglia-specific molecular changes, we performed RNA-seq analysis of microglia isolated from hippocampal tissue of aged mice after intravenous injections with PF4 or saline and found 346 DEGs (Fig. 2i and Supplementary Table 2). 

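Microglia, the resident macrophages of the brain, were taken from hippocampi of aged male mice given 8 injections of 100 μl of saline or of recombinant mouse PF4 at 5 μg ml−1 over 24 days, at 20 months of age. The tissue was dissociated with enzymes, myelin was removed with beads, and cells carrying CD11b were captured with magnetic beads. There are 4 PF4 libraries, numbered 1 to 4, and 3 saline libraries, numbered 2 to 4, the n of the paper. The libraries were made, aligned and compared by the authors as for the hippocampus, and the deposited normalized counts again gave whole reads for 100% of values. Saline libraries 2, 3 and 4 held 19855188, 21044292 and 36342162 reads, and PF4 libraries 1 to 4 held 31649835, 25401175, 30767215 and 27262125. The test was the same, on genes with a normalized count of 10 or more in at least 3 libraries, 11320 in all, with the paper's unadjusted P of 0.01 as the threshold.

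The number of genes with at least 1 read was 10773 to 12333 per library. Many genes were present in one library of a group and nearly absent in another. Of the genes tested, 3587 had 100 or more reads in one library and 3 or fewer in another of the same group. Libraries also differed in transcripts of the choroid plexus, the epithelium that secretes cerebrospinal fluid. Ttr had 197501 normalized counts in saline 2, 501960 in PF4 2 and 345809 in PF4 4, and 641 to 884 in the other libraries. Enpp2, Kcnj13, Sostdc1, Folr1 and Igfbp2, further choroid plexus genes, were high in the same 3 libraries. Of 26 measured choroid plexus genes, none passed the threshold, and the median log2 fold change after PF4 was 2.25 (adjusted p = 0.868 from camera with an estimated correlation), which any single library moved, from 0.94 without saline 3 to 4.88 without saline 2.

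**Figure D2:**
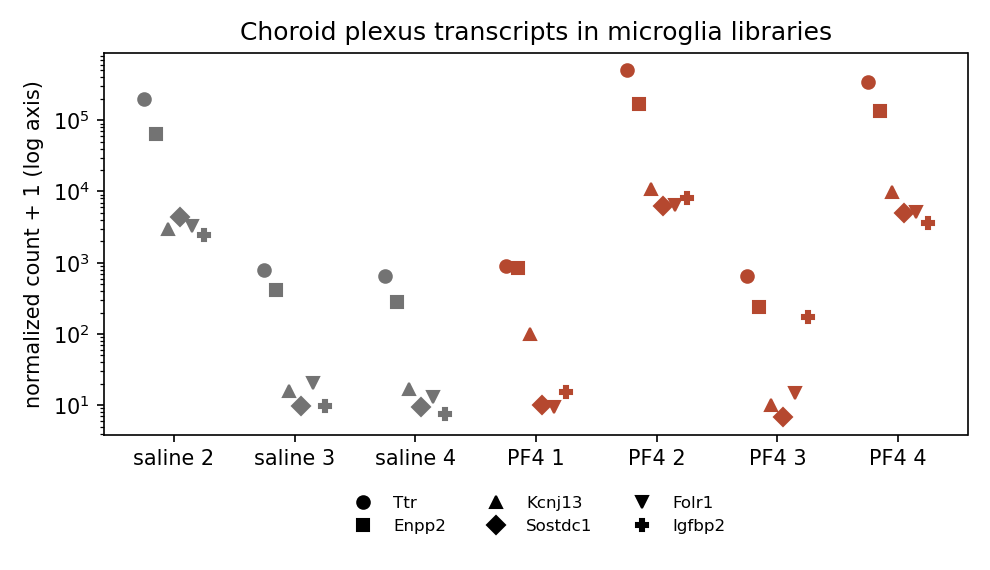
Normalized counts plus 1 of choroid plexus genes (y axis, log scale) in each microglia library (x axis). Each symbol is a gene, grey marks saline and red PF4 libraries. Ttr is at 197501 in saline 2, the lowest of the 3 high libraries, and at 884 in PF4 1, the highest of the rest.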

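After PF4, Stat3, a transcription factor of cytokine signalling (chromosome 11, 100886806 to 100939594), had 21297 ± 2181 normalized counts (SD, n = 4) against 13361 ± 3132 (SD, n = 3) after saline, a log2 fold change of 0.70 (standard error 0.20, adjusted p = 0.982 from limma). Huwe1, a ubiquitin ligase gene on chromosome X (151800785 to 151935417), had 1693 ± 999 (SD, n = 4) against 272 ± 195 (SD, n = 3), and Ano6, a phospholipid scramblase gene, had 2084 ± 333 (SD, n = 4) against 971 ± 223 (SD, n = 3). Lower after PF4 were Tdp1, a DNA repair phosphodiesterase gene (chromosome 12, 99884515 to 99955223), at 872 ± 144 (SD, n = 4) against 2152 ± 212 (SD, n = 3), Sun2, of the nuclear envelope, at 2403 ± 606 (SD, n = 4) against 5269 ± 1073 (SD, n = 3), and Kmt2a, a histone methyltransferase gene, at 339 ± 71.7 (SD, n = 4) against 1203 ± 401 (SD, n = 3). In each of these 6 genes all 4 PF4 libraries lay on one side of all 3 saline libraries (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 3 allow). The genes were named for their small p, so this separation follows from the choice and adds no evidence. Of all genes tested, 4.62% separated in this way, where chance gives 5.71%, and none passed adjusted p with limma (smallest 0.982). Akap1, a scaffold protein of mitochondria, was near 0 in all 4 PF4 libraries (0.204 ± 0.409, SD) and 385 ± 436 (SD, n = 3) in saline. The call of Stat3 was lost without saline 2, saline 3, PF4 1, PF4 3 or PF4 4. Ano6 lost it without saline 2, saline 4, PF4 1, PF4 3 or PF4 4, Kmt2a without saline 2, saline 3, PF4 3 or PF4 4, and Huwe1 without PF4 1.

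Ribosomal protein genes had a median log2 fold change of -0.27 over 78 measured, with 0 past the threshold (adjusted p = 3.4e-10 from camera at the preset correlation and 0.789 with an estimated correlation), and of -0.16 without saline 2. Of 39 lysosomal genes, 1 was higher, Galns, a sulfatase gene, which lost its call without any single library other than PF4 4. Of 42 interferon response genes and 26 antigen presentation genes, 0 passed.

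With limma, 44 genes passed the threshold (25 higher, 19 lower), where chance alone gives 113, and 391 had an unadjusted P under 0.05. At adjusted p there were 0 (smallest 0.982). EdgeR on the recovered reads called 36 at the threshold, 262 at an unadjusted P under 0.05 and 0 at adjusted p, and DESeq2 called 179 at the threshold and 41 at adjusted p. The groups did not overlap in 523 genes, 4.62% of those tested, where chance gives 5.71%. The count was 25, 123, 71 and 22 without saline 3, saline 4, PF4 3 and PF4 4. Without saline 2, PF4 2 and PF4 4, a set chosen after seeing the choroid plexus transcripts, it was 9, and 0 of these were among the 44.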

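In microglia, 54 genes of TNF and NF-κB signalling were measured, and 1 was higher and 0 lower after PF4 at the threshold. The higher gene was Psme3, which encodes an activator of the nuclear proteasome (chromosome 11, 101316213 to 101323537), at 239 ± 187 normalized counts (SD, n = 4) against 3.44 ± 4.02 (SD, n = 3), and its call was lost without saline 2, saline 3 or any single PF4 library and with edgeR. Psmd1, a subunit of the proteasome cap that is counted in the same pathway, had 3769 ± 916 (SD, n = 4) against 1949 ± 796 (SD, n = 3), which did not pass. Tnf itself (chromosome 17, 35199367 to 35202007) had 32458 ± 7382 normalized counts (SD, n = 4) after PF4 and 41237 ± 8225 (SD, n = 3) after saline, a log2 fold change of -0.35 (standard error 0.21; -0.20 without saline 4), and 2 of 4 PF4 libraries were below all saline libraries (two-sided exact permutation test, p = 0.229). Nfkb1, an NF-κB subunit gene, had 6596 ± 1612 (SD, n = 4) against 6352 ± 1473 (SD, n = 3), a difference that turned without saline 2, PF4 3 or PF4 4. Over the list, 19 of 54 members had a higher value after PF4. The median log2 fold change was -0.13, while the mean was 0.0087, so median and mean differ in sign. Camera gave an adjusted p of 0.350 for the list at the preset correlation and 0.868 with an estimated correlation. Without saline library 2, one of the 3 high in choroid plexus transcripts, the median was -0.25 and the adjusted p at the preset correlation was 0.0246. Without PF4 2, another of these 3, the median was -0.000246. Of 18 measured genes of mitosis, 1 was higher, Ska2, with 0 reads in all 3 saline libraries, and 1 was lower, Wee1, a kinase that holds back entry into mitosis, and their calls were lost without PF4 4, that of Ska2 also without PF4 1 or any saline library and that of Wee1 without PF4 3. Of 7 red cell genes, 0 passed.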

GO analysis identified changes in TNF-mediated signalling (Fig. 2j), a pro-inflammatory signalling cascade previously linked to impaired synaptic strength and cognitive dysfunction in neurodegenerative disease^19,20^. 

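Nfkbia encodes IκBα, the inhibitor that keeps NF-κB in the cytoplasm and is itself induced by NF-κB. It lies on chromosome 12 of mm10 from 55489409 to 55492647. Its normalized count in microglia was 106460 ± 11130 (SD, n = 4) after PF4 and 133450 ± 7252 (SD, n = 3) after saline, 0.798 of the saline level. Tnfsf13b encodes the cytokine BAFF, a survival factor for B cells, and lies on chromosome 8 from 10006229 to 10036000. It had 1043 ± 443 normalized counts (SD, n = 4) after PF4 and 2417 ± 726 (SD, n = 3) after saline, 0.431 of the saline level. The log2 fold changes were -0.33 (standard error 0.15) and -1.27 (standard error 0.43), with an adjusted p of 0.982 for each from limma. In both genes all 4 PF4 libraries were below all 3 saline libraries (two-sided exact permutation test, p = 0.0571 for each). For Tnfsf13b the groups met, at 1588 in PF4 2 and 1593 in saline 4. Neither passed the unadjusted P of 0.01 used for the microglia with limma, and Tnfsf13b did without PF4 2 (log2 fold change -1.50). Among other inflammatory genes, Ccl6, a chemokine gene of myeloid cells, had 1134 ± 301 (SD, n = 4) against 1918 ± 198 (SD, n = 3), and Ccl2, the monocyte chemoattractant, had 1111 ± 300 (SD, n = 4) against 1541 ± 88.5 (SD, n = 3), with all PF4 libraries below all saline libraries in each (two-sided exact permutation tests, p = 0.0571 and 0.114). Ccl22 and Il6 had higher values after PF4, at 60.0 ± 65.1 and 105 ± 62.7 (SD, n = 4) against 0.823 ± 1.43 and 54.8 ± 65.4 (SD, n = 3), with p = 0.171 and 0.143 in the same exact tests. Fos, an immediate early gene that tissue dissociation can induce, had 32918 ± 2009 (SD, n = 4) against 42030 ± 2199 (SD, n = 3). Nfkbia and Fos are both in a list of 30 genes of dissociation stress, whose median log2 fold change was -0.15 (adjusted p = 0.0036 from camera at the preset correlation and 0.789 with an estimated correlation), with 0 members past the threshold, and its preset call was lost without saline 3, saline 4 or PF4 2.

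**Figure D3:**
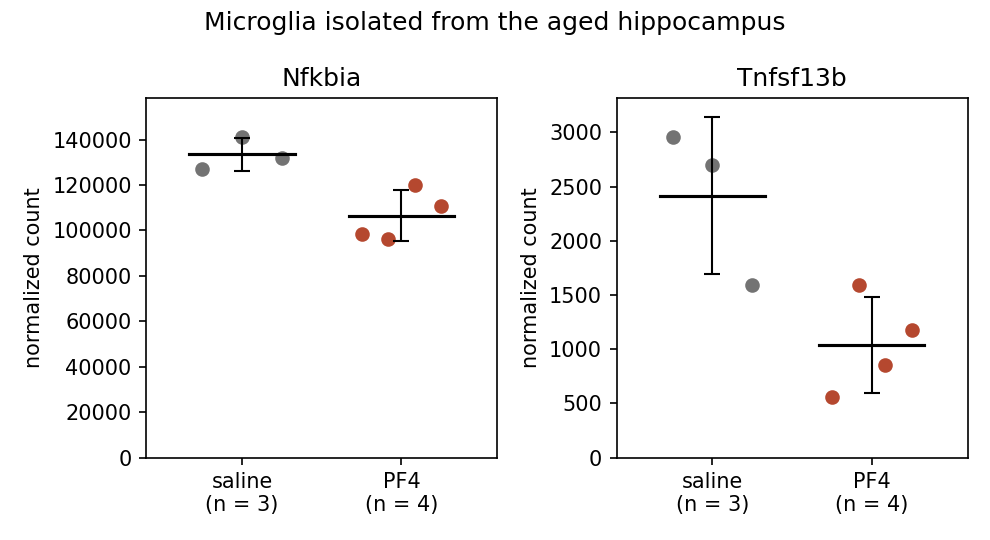
Normalized counts of Nfkbia and Tnfsf13b (y axes, from 0) in microglia libraries from saline-treated (grey) and PF4-treated (red) aged mice (x axis). Points are libraries, long lines group means and bars SD. Nfkbia lies between 96279 and 120120 after PF4 and between 127030 and 141320 after saline.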

PF4 treatment also decreased expression of inflammatory signals, such as *Nfkbia* and *Tnfsf13b* (Fig. 2k). No differences in neuroinflammation markers were observed in young male mice administered with PF4 compared with saline (Extended Data Fig. 1i–l), indicating an age-dependent effect of PF4 on the hippocampus. None of the mice showed adverse effects or differences in weight change regardless of treatment (Extended Data Fig. 1m,n).

Finally, we investigated whether the loss of PF4 induced neuroinflammation in the adult hippocampus (Fig. 2l). We observed an increase in C1q levels and CD68^+^ microglia in the hippocampus of middle-aged *Pf4* knockout (*Pf4-*KO) mice compared with their littermate wild-type (WT) control mice (Fig. 2m,n). Together, these cellular and transcriptomics data indicate that systemic administration of PF4 is sufficient to attenuate neuroinflammation in the aged hippocampus, whereas the loss of PF4 accelerates increased neuroinflammation by middle age.

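In the microglia libraries, 32 genes of microglia activation were measured, and 0 were higher and 0 lower after PF4 at the threshold. Their median log2 fold change was -0.15 (adjusted p = 0.018 from camera at the preset correlation and 0.789 with an estimated correlation), and 7 of 32 had a higher value after PF4. The score of the list gave p = 0.514 in a two-sided exact permutation test. Aif1, which encodes IBA1, had 5969 ± 789 normalized counts (SD, n = 4) after PF4 and 7345 ± 916 (SD, n = 3) after saline (two-sided exact permutation test, p = 0.143). Ctsl, a lysosomal protease gene, had 25883 ± 3507 (SD, n = 4) against 32204 ± 1558 (SD, n = 3), with all PF4 libraries below all saline libraries (exact permutation test, p = 0.0571). Cd68, a lysosomal membrane protein gene of phagocytes, had 26004 ± 2706 (SD, n = 4) against 29564 ± 4571 (SD, n = 3), p = 0.286 in the same exact test. Its log2 fold change ran from -0.31 without saline 3 to -0.10 without saline 2. Of 17 measured complement genes, 0 passed, with a median of -0.14 (adjusted p = 0.868 with an estimated correlation), -0.06 without PF4 2 and -0.24 without PF4 4. C1qa, C1qb and C1qc, whose products form C1q, had 92774 ± 7529, 233280 ± 14300 and 17753 ± 8051 normalized counts (SD, n = 4) against 100790 ± 12501, 258910 ± 16950 and 22587 ± 6857 (SD, n = 3), log2 fold changes of -0.12, -0.15 and -0.41. C1qa was at -0.02 without saline 3 and -0.20 without saline 2, and C1qc at -0.18, -0.20 and -0.68 without saline 3, PF4 4 and PF4 3. Itgam, which encodes CD11b, the molecule by which the cells were captured, had 27246 ± 4326 (SD, n = 4) against 28457 ± 2842 (SD, n = 3). Of 32 measured cytokines and chemokines, 0 passed, with a median of 0.04 and a mean of 0.44 (adjusted p = 0.868 with an estimated correlation). The score of that list was higher in all 4 PF4 libraries (0.187 ± 0.239, SD, n = 4) than in all 3 saline libraries (-0.249 ± 0.156, SD, n = 3; exact permutation test, p = 0.0571), while its median turned below 0 without any one saline library or PF4 1. Il1b had 5440 ± 2636 (SD, n = 4) against 5952 ± 1396 (SD, n = 3). Its log2 fold change ran from -0.50 without PF4 4 to -0.01 without PF4 2. Of 18 homeostatic microglia genes, 0 passed. The preset call of the activation list was lost with counts scaled to library totals (median -0.11, adjusted p = 0.0528) and without saline 2 (adjusted p = 0.244), saline 4 (0.0637), PF4 1 (0.218), PF4 2 (0.114) or PF4 3 (0.0592). The paper states that its cellular and transcriptomic data together point to PF4 given systemically being enough to attenuate neuroinflammation in the aged hippocampus. By its reading they also point to the loss of PF4 accelerating the increase of neuroinflammation by middle age.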

## PF4 elicits synaptic-related changes

To further investigate the molecular changes elicited by systemic PF4 treatment more broadly, we performed RNA-seq analysis of the hippocampus of aged mice after intravenous injections with PF4 or saline (Fig. 2o,p and Supplementary Table 3). GO analysis of DEGs identified changes associated with synaptic transmission (Fig. 2q). PF4 treatment also increased expression of synaptic-plasticity-related markers, such as *Bdnf*, *Ntf3* and *Tmem108* (Fig. 2r). Previously, we demonstrated that activation of the cAMP response element binding protein (CREB)—through phosphorylation at Ser133—in the aged hippocampus, in part, mediates synaptic-plasticity-related enhancements induced by systemic exposure to young blood^3^. Similarly, we observed an increase in the levels of CREB phosphorylation in the hippocampus of aged mice that were systemically administered with PF4 compared with saline, as determined using immunohistochemistry (Fig. 2s). These transcriptomics data indicate that PF4 treatment elicits synaptic-plasticity-related molecular changes in the aged hippocampus.

## PF4 rejuvenates the ageing immune system

To delineate potential central versus peripheral mechanisms of action of PF4, we evaluated the ability of systemic PF4 to cross the blood–brain barrier. We generated expression constructs encoding a HiBiT-tagged version of PF4. HiBiT is a small peptide that forms a complex with LgBiT to produce a luminescent signal^21^, enabling the sensitive detection of tagged proteins^7,21^. Aged mice were given hydrodynamic tail vein injections (HDTVI) with expression constructs encoding PF4–HiBiT or GFP, and the HiBiT levels were characterized across various tissues (Fig. 3a,b). Luminescent signal was detected in plasma and liver; however, no signal was detected in the brain above those observed in GFP-injected aged animals (Fig. 3b). In an independent cohort, young and aged mice were given HDTVI with expression constructs encoding PF4–HiBiT, transferrin (TRF)–HiBiT or GFP. As a control, we assessed the age-dependent decrease in TRF transport into the brain through receptor-mediated transcytosis^22^ and concordantly detected a luminescent signal in the brain of the young but not aged TRF–HiBiT-injected animals (Extended Data Fig. 2a). No signal was detected in the brain of either young or aged PF4–HiBiT-injected animals. Although we do not exclude a direct role for PF4 in the brain, these data suggest a peripheral mechanism of action.

**Fig. 3:**
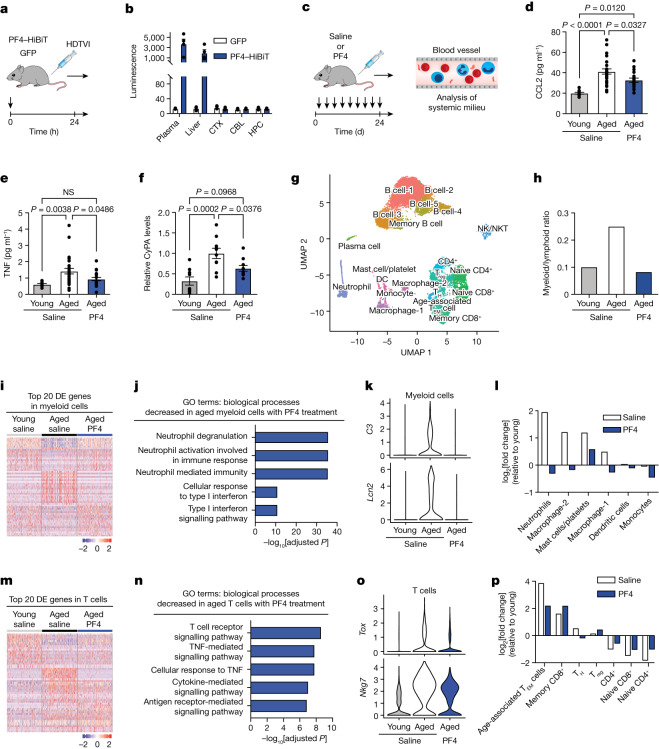
Systemic PF4 restores the ageing peripheral immune system to a more youthful state. **a**, The timeline of HDTVI of expression constructs to aged (20 months) male mice. **b**, Luminescence-based quantification of PF4–HiBiT in aged mice after HDTVI (*n* = 3 (GFP) and 4 (PF4–HiBiT) mice). **c**, The timeline of saline or PF4 administration to young (3 months) and aged male mice. **d**–**f**, Quantification of plasma levels of CCL2 (**d**; *n* = 9 (young, saline), 25 (aged, saline) and 17 (aged, PF4) mice) and TNF (**e**; *n* = 11 (young, saline), 27 (aged, saline) and 19 (aged, PF4) mice) by ELISA and CyPA (**f**; *n* = 9 (young, saline), 10 (aged, saline) and 10 (aged, PF4) mice) by western blotting. **g**–**p**, CITE-seq analysis of splenocytes from young and aged saline-treated controls, and aged PF4-treated mice (*n* = 5 pooled mice per group). **g**, Combined two-dimensional visualization of single-cell clusters. DC, dendritic cell; NK, natural killer cells; NKT, natural killer T cells; T_EM_, T effector memory cells; T_H_, T helper cells; T_reg_, regulatory T cells. **h**, Comparison of the ratio of myeloid cells to lymphoid cells in the spleen. **i**, The top 20 DEGs in myeloid cells from each group. **j**, GO terms associated with downregulated genes in aged myeloid cells after PF4 administration relative to the control. **k**, Complement *C3* and *Lcn2* expression in myeloid cells. **l**, The fold change in myeloid cell populations relative to young control mice. **m**, The top 20 DEGs in T cells from each group. **n**, GO terms associated with downregulated genes in aged T cells after PF4 administration relative to the control. **o**, *Tox* and *Nkg7* expression in T cells. **p**, The fold change in aged T cell populations relative to young control mice. Data are mean ± s.e.m., except for the violin plots in **k** and **o**. Statistical analysis was performed using one-way ANOVA with Tukey’s post hoc test (**d**–**f**) and Fisher’s exact test with false-discovery rate correction (**j** and **n**). Source data

We and others have previously demonstrated that the aged systemic milieu promotes hippocampal ageing^23,24^, in part, through increased systemic levels of pro-ageing immune factors such as CCL2, CyPA (also known as PPIA), TNF and β_2_-microglobulin^19,24–26^. Indeed, strategies altering systemic pro-youthful or pro-ageing factors have been proposed as approaches for brain rejuvenation. We therefore assessed whether PF4 administration reduced levels of known pro-ageing immune factors in blood plasma preparations (Fig. 3c), and observed a decrease in circulating CCL2, CyPA and TNF, but not β_2_-microglobulin, by ELISA and western blot analysis (Fig. 3d–f and Extended Data Fig. 2b,c). Notably, neutralization of circulating CyPA in the blood improves the cognitive function in aged mice^24^. These data posit a decrease in age-related systemic inflammatory signals as a potential mediator of the beneficial effects of PF4 on neuroinflammation, with relevance to cognitive function.

Building on these findings, we next examined the effect of systemic PF4 administration more broadly on the aged peripheral immune system. We performed cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) analysis of splenocytes of aged male mice after intravenous injections with PF4 or saline, as well as of young saline-treated mice (Fig. 3c). Before single-cell gene expression analysis, cells were labelled with a panel of 34 antibodies for canonical surface markers (Extended Data Table 1). In total, 21 cell clusters were identified using a principal component analysis (PCA)-based approach and projected by uniform manifold approximation and projection (UMAP) onto a two-dimensional plot (Fig. 3g). Signatures for each cluster were generated by differential gene expression analyses to compare clusters (Extended Data Fig. 3a). Cell types were established on the basis of transcriptomic signature and canonical surface markers, and populations were compared across age and treatment groups (Extended Data Fig. 3b).

Notably, the known age-related increase in the ratio of myeloid to lymphoid cells^27^ observed in saline-treated aged compared with young control mice was reversed in aged mice that were treated with PF4 (Fig. 3h). Within the myeloid cell population, PF4 treatment restored a more youthful gene signature (Fig. 3i and Extended Data Fig. 4a–c) and decreased the expression of inflammatory signals—such as type I interferon signalling (Fig. 3j), the inflammatory mediators *Lcn2*, *S100a8* and *S100a9* (Fig. 3k and Extended Data Fig. 4g,h), and the anaphylatoxin complement *C3* (Fig. 3k). Further analysis revealed that individual myeloid cell populations (Fig. 3l) were partially returned to young levels in PF4 treated aged mice. Within the lymphoid population, PF4 treatment shifted cells towards a young T cell gene signature (Fig. 3m and Extended Data Fig. 4d–f) and decreased the expression of inflammatory signals and exhaustion markers, such as TNF-mediated signalling (Fig. 3n), the cytotoxic marker *Nkg7* (Fig. 3o) and the transcription factor *Tox* (Fig. 3o). Genes associated with a more naive T cell phenotype that are commonly depressed in aged T cells^28^, including *Sell*, *Dapl1*, *Satb1* and *Foxp1*, were also returned to more youthful levels after systemic PF4 administration relative to the aged saline-treated control mice (Extended Data Fig. 4i–l). Moreover, PF4 treatment returned aged T cell populations to younger levels (Fig. 3p), with a marked decrease in a population of T cells with a gene signature containing high expression of cytotoxic and exhaustion markers that was previously identified as age-associated T effector memory cells^29^ (Fig. 3p and Extended Data Fig. 4m,n). A subset of key cellular and molecular changes in myeloid and lymphoid populations was corroborated by flow cytometry, qPCR and in vitro analysis (Extended Data Fig. 5). These data indicate that PF4 in part restores the cellular composition and molecular signature of the ageing peripheral immune system to a more youthful state.

## PF4 rescues cognition in ageing

Targeting age-related changes in inflammatory signals in both the aged brain and systemic milieu has been shown to counter, and even reverse, cognitive decline in ageing^23,24,26,30–33^. We reasoned that a decrease in age-related neuroinflammation concurrent with reduced levels of circulating pro-ageing immune factors and rejuvenation of the aged peripheral immune system after systemic administration of platelet factors might improve cognition in aged mice. Hippocampal-dependent learning and memory was assessed using novel object recognition (NOR), forced alternation Y maze and contextual fear conditioning paradigms after intravenous injections with the young blood plasma preparation, the young platelet fraction or saline (Fig. 4a). No differences in overall activity were detected between the treatment groups (Extended Data Fig. 6a,c). During NOR and Y maze testing, aged mice that were treated with either the young blood plasma preparation or the young platelet fraction were biased towards a novel object and the novel arm relative to a familiar condition, whereas saline-treated control mice showed no preference (Fig. 4b,c and Extended Data Fig. 6b). Systemic administration of the young blood plasma preparation or the young platelet fraction increased freezing behaviour during contextual (Fig. 4d), but not cued (Extended Data Fig. 6d), memory testing. As a control, cognitive performance was assessed in aged mice that were administered with either the platelet fraction of aged plasma or saline, and no differences were observed between the treatment groups (Extended Data Fig. 6e–l).

**Fig. 4:**
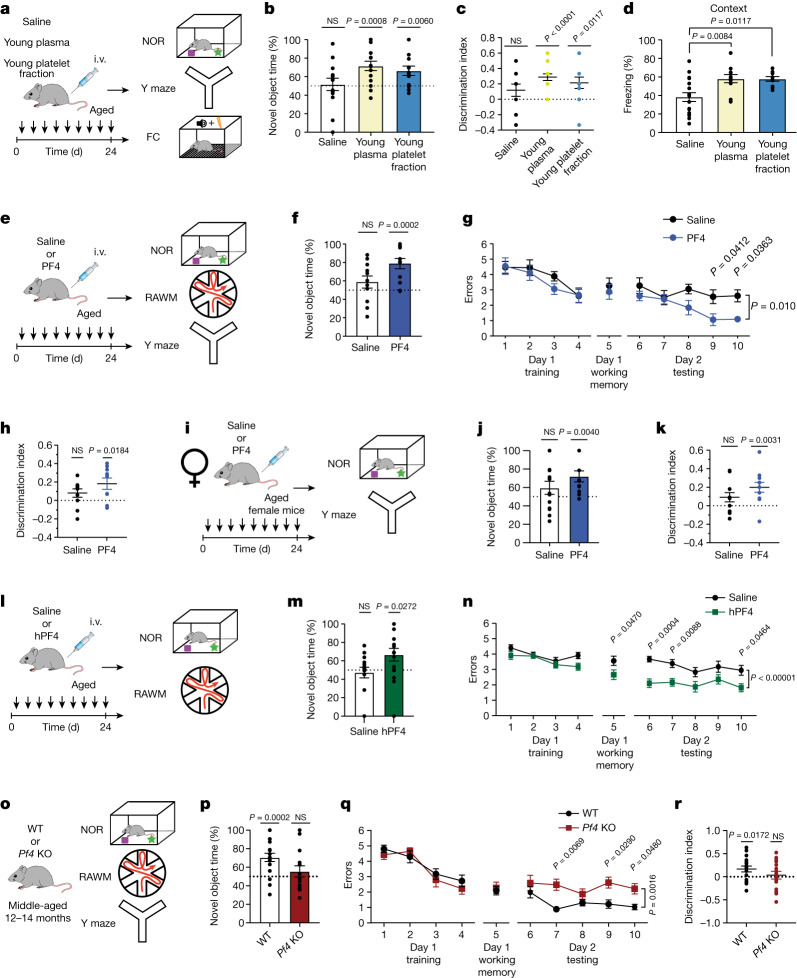
Systemic PF4 improves hippocampal-dependent cognitive function in aged mice. **a**, Schematic of the administration of treatments to aged (20 months) male mice and the cognitive testing timeline. i.v., intravenous; FC, fear conditioning. **b**, Object recognition memory was assessed by NOR as the percentage of time exploring the novel object (*n* = 14 (saline), 15 (young plasma preparation) and 14 (young platelet fraction) mice). **c**, Spatial working memory was assessed using the Y maze as the discrimination index for the novel arm (*n* = 12 (saline), 14 (young plasma preparation) and 14 (young platelet fraction) mice). **d**, Associative fear memory was assessed by contextual fear conditioning as the percentage of time freezing (*n* = 17 (saline), 11 (plasma) and 10 (platelet fraction) mice). **e**,**i**,**l**, Schematics of the administration of saline or mouse PF4 (mPF4) to aged male (**e**) and female (**i**) mice, or hPF4 to aged male mice (**l**) and the cognitive testing timeline. **f**,**j**,**m**, Object recognition memory was assessed by NOR in mPF4-treated aged male (**f**; *n* = 11 (saline) and 14 (PF4) mice) or female (**j**; *n* = 13 (saline) and 11 (PF4) mice) mice, or hPF4-treated aged male mice (**m**; *n* = 15 (saline) and 16 (hPF4) mice). **g**,**n**, Spatial learning and memory was assessed using the RAWM as the number of entry errors in mPF4-treated (**g**; *n* = 12 (saline) and 11 (PF4) mice) and hPF4-treated (**n**; *n* = 19 (saline) and 16 (hPF4) mice) aged male mice. **h**,**k**, Spatial working memory was assessed using the Y maze in mPF4-treated aged male (**h**; *n* = 11 (saline) and 9 (PF4) mice) and female (**k**; *n* = 12 mice per group) mice. **o**, Schematic of cognitive testing of middle-aged (12–14 months) WT and *Pf4*-deficient (*Pf4*-KO) male mice. **p**–**r**, Learning and memory was assessed by NOR (**p**; *n* = 18 WT; 14 *Pf4*-KO mice), RAWM (**q**; *n* = 18 WT; 15 *Pf4*-KO mice) and Y maze (**r**; *n* = 17 WT; 15 *Pf4*-KO mice) testing. Data are mean ± s.e.m. Statistical analysis was performed using two-tailed one-sample *t*-tests (**b**,**c**,**f**,**h**,**j**,**k**,**m**,**p** and **r**), one-way ANOVA with Šidák’s post hoc test (**d**) and two-way ANOVA with Šidák’s post hoc test (**g**, **n** and **q**). Source data

We next examined the potential beneficial effects of systemic PF4 administration on age-related cognitive impairments in hippocampal-dependent learning and memory using NOR, Y maze and radial arm water maze (RAWM) (Fig. 4e). No differences in overall activity were detected between the treatment groups (Extended Data Fig. 6m). During NOR and Y maze testing, aged mice that were treated with PF4 were biased towards a novel object and the novel arm relative to a familiar condition, whereas saline-treated mice showed no preference (Fig. 4f,h and Extended Data Fig. 6o). In the training phase of the RAWM paradigm, all of the mice showed similar spatial learning ability (Fig. 4g). However, aged animals administered with PF4 demonstrated improved learning and memory for the platform location during the testing phase of the task compared with the aged saline-treated control mice (Fig. 4g and Extended Data Fig. 6n). Having conducted our behavioural analysis up to this point in male mice, we examined the effect of systemic PF4 administration on cognitive function in aged female mice using NOR and Y maze testing and observed cognitive improvements across sexes (Fig. 4i–k and Extended Data Fig. 6p,q).

To begin to investigate the translational potential of PF4, aged male mice were systemically administered with human PF4 (hPF4) derived from human platelets (5 µg ml^−1^), and hippocampal-dependent learning and memory was assessed using NOR and RAWM testing (Fig. 4l). No adverse effects or differences in overall activity were observed between the hPF4 and saline treatment groups (Extended Data Fig. 6r). Aged mice treated with hPF4 were biased towards a novel object relative to a familiar object, whereas saline-treated mice showed no preference (Fig. 4m). All of the mice showed similar spatial learning ability during RAWM training (Fig. 4n). However, aged animals administered with hPF4 demonstrated improved learning and memory for the platform location during the testing phase of the task compared with the aged saline-treated control mice (Fig. 4n and Extended Data Fig. 6s).

Finally, we investigated whether the loss of PF4 negatively impacted cognition before the typical onset of age-related cognitive decline. Hippocampal-dependent learning and memory was assessed in mature adult and middle-aged *Pf4-*KO mice using NOR, Y maze and RAWM testing (Fig. 4o and Extended Data Fig. 6t). No differences in overall activity were detected between *Pf4-*KO and littermate WT controls at any age (Extended Data Fig. 6u,y). No cognitive deficits were observed in mature adult *Pf4-*KO and control mice (Extended Data Fig. 6v–x). However, whereas middle-aged control mice remained biased toward a novel object and the novel arm relative to a familiar condition during NOR and Y maze testing, middle-aged *Pf4-*KO mice no longer exhibited a preference (Fig. 4p,r and Extended Data Fig. 6aa). All of the mice showed similar spatial learning ability during RAWM training (Fig. 4q). However, middle-aged *Pf4-*KO mice demonstrated impaired learning and memory for the platform location during the testing phase of the task (Fig. 4q and Extended Data Fig. 6z). These behavioural data indicate that systemic PF4 administration enhances cognitive function in aged mice, whereas the loss of PF4 accelerates cognitive decline in an age-dependent manner by middle-age.

## CXCR3 mediates, in part, the benefits of PF4

PF4 acts through multiple receptors and molecular partners to induce various downstream signalling cascades^34^. Of these, the chemokine receptor CXCR3 has been ascribed a predominant role in mediating the actions of PF4 in humans, with emerging evidence also indicating a functional role in mice^35–39^. Thus, to gain mechanistic insights, we investigated CXCR3 as a possible intermediary of the beneficial effects of systemic PF4 on the aged hippocampus. First, we assessed expression of CXCR3 using our CITE-seq data (Fig. 5a) and publicly available mouse^40^ and human RNA-seq datasets (The Human Protein Atlas) (Fig. 5b and Extended Data Fig. 7a,b), and detected prominent expression in lymphoid and myeloid immune cell populations with nearly no detection in the brain. Given that the PF4–HiBiT data suggest a peripheral mechanism of action (Fig. 3b and Extended Data Fig. 2a), we examined whether the loss of CXCR3 affected the benefits of systemic PF4.

**Fig. 5:**
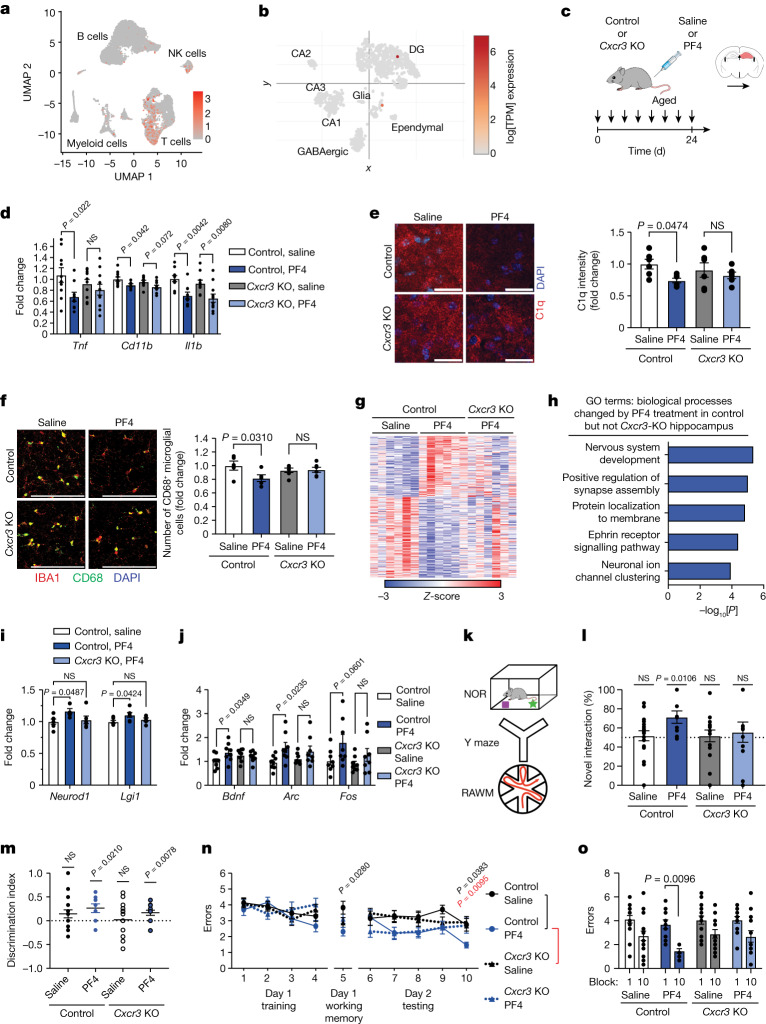
CXCR3 mediates, in part, the benefits of systemic PF4 on the aged hippocampus. **a**,**b**, *Cxcr3* expression in spleen (**a**) and hippocampus (**b**) clusters was analysed using single-cell and single-nucleus RNA-seq^40^, respectively. DG, dentate gyrus; TPM, transcripts per million. **c**, The timeline of saline or PF4 administration to aged (19–21 months) *Cxcr3*-deficient (*Cxcr3*-KO) and littermate control (WT/heterozygous) mice. **d**, qPCR analysis of neuroinflammation-related gene expression relative to *Gapdh* in the aged hippocampus (*n* = 10 (control, saline), 9 (control, PF4), 10 (*Cxcr3*-KO, saline) and 11 (*Cxcr3*-KO, PF4) mice). **e**,**f**, Representative images and quantification of C1q signal intensity (**e**; *n* = 6 mice per group) and IBA1^+^ and CD68^+^ cells (**f**; *n* = 5 (control, saline), 5 (control, PF4), 6 (*Cxcr3*-KO, saline) and 6 (*Cxcr3*-KO, PF4) mice) in the dentate gyrus of the aged hippocampus. **g**–**i**, RNA-seq analysis of aged hippocampi from saline- and PF4-treated control and PF4-treated *Cxcr3*-KO mice (*n* = 6 mice per group). Scale bars, 25 μm (**e**) and 100 μm (**f**). **g**, Significant DEGs (*P* < 0.01) from PF4-treated mice relative to saline-treated control mice. **h**, GO terms associated with DEGs after PF4 treatment in control mice, but not *Cxcr3*-KO mice. **i**, The fold change (FPKM) in synaptic-plasticity-related genes. **j**, qPCR analysis of synaptic-plasticity-related gene expression relative to *Gapdh* in the aged hippocampus (*n* = 8 mice per group). **k**, Schematic of cognitive testing. **l**, Object recognition memory was assessed using NOR as the percentage time spent exploring the novel object (*n* = 17 (control, saline); 9 (control, PF4), 15 (*Cxcr3*-KO, saline) and 11 (*Cxcr3*-KO, PF4) mice). **m**, Spatial working memory was assessed using the Y maze as the discrimination index for the novel arm (*n* = 17 (control, saline), 9 (control, PF4), 16 (*Cxcr3*-KO, saline) and 13 (*Cxcr3*-KO, PF4) mice). **n**,**o**, Spatial learning and memory was assessed using the RAWM as the number of entry errors (*n* = 17 (control, saline), 10 (control, PF4); 17 (*Cxcr3*-KO, saline) and 13 (*Cxcr3*-KO, PF4) mice). Data are mean ± s.e.m. Statistical analysis was performed using two-tailed one-sample *t*-tests (**l** and **m**), one-way ANOVA with Šidák’s post hoc test (**d**–**f**, **i** and **j**), Fisher’s exact tests (**h**), two-way ANOVA with Tukey’s post hoc test (**n**) and three-way ANOVA with Šidák’s post hoc test (**o**). Source data

Aged *Cxcr3*-KO or littermate control (WT/heterozygous) mice were systemically administered with PF4 or saline (Fig. 5c), and hippocampal neuroinflammation, transcriptional changes and cognitive function were assessed. We detected decreased expression of the pro-inflammatory genes *Tnf*, *CD11b* and *Il1b* (Fig. 5d), reduced C1q levels (Fig. 5e) and a decrease in activated CD68^+^ microglia (Fig. 5f) in the hippocampus of aged control mice administered with PF4 compared with saline. However, the effects of systemic PF4 on neuroinflammation markers were in part blunted in aged *Cxcr3*-KO mice (Fig. 5d–f). We next performed RNA-seq analysis of the hippocampus of aged control and *Cxcr3*-KO mice after systemic PF4 administration. GO analysis of genes that were differentially expressed in control mice after PF4 administration, but not altered in PF4-treated *Cxcr3*-KO mice, indicate mitigation of molecular changes associated with nervous system development and synaptic processes (Fig. 5g,h and Supplementary Table 4). Loss of CXCR3 abrogated the expression of synaptic-plasticity-related markers, such as *Lgi1* and *Neurod1* (Fig. 5i). We also detected abrogation of CREB-mediated synaptic plasticity genes, including *Bdnf, Arc* and *Fos* on the basis of qPCR analysis (Fig. 5j). Last, we assessed hippocampal-dependent cognitive function using the NOR, Y maze and RAWM paradigms (Fig. 5k). No differences in overall activity were detected regardless of the treatment or genotype (Extended Data Fig. 8a). During NOR and Y maze testing, PF4-treated control mice were biased towards a novel object and the novel arm relative to a familiar condition (Fig. 5l,m and Extended Data Fig. 8b). Whereas preference for the novel arm persisted in PF4-treated *Cxcr3*-KO mice (Fig. 5m and Extended Data Fig. 8b), no preference was observed for a novel object (Fig. 5l). All of the mice showed similar spatial learning ability in the training phase of the RAWM test (Fig. 5n). Control mice that were administered with PF4 demonstrated improved spatial learning and memory for the platform location during the testing phase of the task compared with the saline-treated control mice (Fig. 5n,o). However, cognitive enhancements in spatial learning and memory were blunted by the end of the testing phase in PF4-treated *Cxcr3*-KO mice (Fig. 5n,o). These data indicate that the loss of CXCR3 mitigates, in part, the benefits of systemic PF4 administration on the aged hippocampus, and posit additive mechanisms of action that combine to contribute to the full benefit of systemic PF4 on the aged brain.

## Discussion

Cumulatively, our data demonstrate that platelet factors transfer the restorative effects of young blood on immune and cognitive function to the aged brain. We identified the platelet-derived chemokine PF4 as a pro-youthful factor that attenuates age-related neuroinflammation, elicits synaptic-plasticity-related molecular changes and rescues hippocampal-dependent learning and memory in aged mice. We further implicate decreased levels of circulating pro-ageing immune factors and rejuvenation of the ageing peripheral immune system in the restorative effects of PF4 on the aged brain. Mechanistically, we demonstrate that CXCR3, in part, mediates the cellular, molecular and cognitive benefits of systemic PF4 on the aged brain. Ultimately, our data identify circulating platelet factors as potential therapeutic targets to abate inflammation and rescue cognition in old age.

The beneficial effects of PF4 on the aged brain are probably the result of changes in multiple downstream cellular and molecular signalling cascades, as posited by our in vivo CXCR3 data, and necessitate further investigation. Notwithstanding, PF4 has been shown to increase in the blood after multiple systemic rejuvenating interventions, such as neutral blood exchange in aged mice^16^, suggesting a potential common mechanism of action across broad rejuvenating strategies. Although PF4 must ultimately induce neuronal changes to improve cognitive functions, our findings point to intermediary roles of the peripheral immune system in young-blood-mediated restoration of the aged hippocampus. Indeed, a prominent role is emerging for the peripheral immune system as a regulator of brain ageing. Age-related cellular changes in myeloid cells^31,41^, T cells^42,43^ and natural killer cells^44^ are implicated as drivers of decreased regenerative capacity, increased senescence and cognitive impairments in the ageing brain. Moreover, we and others have demonstrated that the aged haematopoietic system promotes hippocampal-dependent cognitive impairments^24,32^, in part through increased systemic levels of pro-ageing immune factors such as CCL2 and CyPA^25,26^. By contrast, reconstituting a young haematopoietic system^33^, restoring a more youthful metabolism in aged peripheral myeloid cells^31^, and targeting systemic pro-ageing immune factors such as CyPA in blood^25,26^ ameliorates cognitive impairments in aged mice. In this context, our results suggest that maladaptive inflammation and cognitive decline in the aged brain can potentially be reversed by therapeutically leveraging platelet factors to rejuvenate the cellular composition and molecular signature of the ageing peripheral immune system. Given the strong association between increased inflammation and age-related neurodegenerative diseases^11,45–47^, such as Alzheimer’s disease, our data further raise the possibility that the beneficial effects of platelet factors may extend more broadly to dementia-related disorders in older people.

## Methods

### Animal models

The C57BL/6 mouse line was used for all of the experiments (The Jackson Laboratory and National Institutes of Aging). Homozygous *Pf4*-KO mice were previously generated and characterized as described^48^. *Pf4*-KO mice were a gift from M. Anna Kowalska. Heterozygous mice were bred to generate *Pf4*-KO and WT littermate controls. *Cxcr3-*deficient mice (*Cxcr3*-KO) were created and characterized by Deltagen. Homozygous *Cxcr3-*KO mice were acquired from The Jackson Laboratory (005796). Breeding mates consisting of heterozygous females and hemizygous males were established to produce experimental male *Cxcr3*-KO and WT controls, and female *Cxcr3-*KO and heterozygous controls. All other studies were performed with male mice, unless indicated otherwise. The numbers of mice used to result in statistically significant differences was calculated using standard power calculations with *α* = 0.05 and a power of 0.8. We used an online tool (http://www.stat.uiowa.edu/~rlenth/Power/index.html) to calculate power and sample size on the basis of experience with the respective tests, variability of the assays and interindividual differences within groups. Animals used for each individual experiment were from the same vendor and aged together. All animals from Jackson Laboratories were acquired at 2 months of age and were aged in-house. The mice were moved to a new location for behavioural assessment. The two locations where we conducted behavioural analysis are on the UCSF Parnassus campus: the UCSF Rehabilitation Behaviour Core and the Villeda Lab Behavioural Suite. Mice were housed under specific-pathogen-free conditions under a 12 h–12 h light–dark cycle, with humidity maintained at 30–70% and temperature at 68–79 °F (20–26 °C). All animal handling and use was performed in accordance with institutional guidelines approved by the University of California San Francisco IACUC.

### Animal plasma collection, platelet fraction preparation and systemic administration

Mouse blood was collected by intracardial bleed at time of euthanasia from young (3 months old) and aged (20 months old) mice. Blood was collected with EDTA, followed by centrifugation at 1,000*g* for plasma preparation. For western blot and ELISA analysis, plasma was aliquoted and stored at −80 °C until use. Before systemic administration, plasma was dialysed using 3.5 kDa D-tube dialyzers (EMD Millipore) in PBS to remove EDTA. For platelet fraction preparation, plasma was centrifuged at 20,000*g*, the supernatant was discarded and the pelleted platelet component was resuspended in an equivalent volume of saline. Aged mice were systemically treated with saline, plasma or the platelet fraction (100 μl per injection) through intravenous tail vein injection 8 times over 24 days. Likewise, saline or PF4 (5 μg ml^−1^) was systemically administered to mice (100 μl per injection) through intravenous tail vein injection 8 times over 24 days. Recombinant mouse PF4 (CHM-245, ProSpec) and human-platelet-derived PF4 (CHM-234, ProSpec) were dissolved in sterile ultrapure water at 100 µg ml^−1^ (according to the manufacturer’s instructions), before final dilution in saline.

### Tissue collection

Mice were anesthetized with 87.5 mg per kg ketamine and 12.5 mg per kg xylazine and transcardially perfused with ice-cold phosphate-buffered saline. Tissues were removed and processed for subsequent analysis. To process the brains, either the hippocampus was subdissected and snap-frozen or the whole brain was fixed in phosphate-buffered 4% paraformaldehyde, pH 7.4 at 4 °C for 48 h before cryoprotection with 30% sucrose.

### RNA isolation and bulk RNA-seq

RNA was isolated from either the whole hippocampus or microglia isolated from the hippocampus. Microglia were isolated from hippocampi by enzymatic and mechanical dissociation using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec) according to the manufacturer’s instructions. Myelin was depleted using Myelin Removal Beads (Miltenyi Biotec). Subsequently, microglia were captured using CD11b microbeads (Miltenyi Biotec). Total RNA was isolated from samples by lysis using TRIzol Reagent (Thermo Fisher Scientific), separation with chloroform and precipitation with isopropyl alcohol, according to the manufacturer’s instructions. After RNA isolation, RNA-seq libraries were constructed using the Smart-Seq2 protocol^49^ with modifications. In brief, 1 ng high-quality RNA was reverse-transcribed using SuperScript II (Life Technologies, 18064-014) with a poly-dT anchored oligonucleotide primer, and a template switching oligonucleotide primer that generated homotypic PCR primer binding sites. The cDNA underwent 10 rounds of PCR amplification using KAPA HiFi Hotstart (Kapa Biosystems, KK2601), followed by Ampure bead (Agencourt) clean-up. The quality of the amplified cDNA was tested by qPCR analysis of *Gapdh* and nucleic acid quantification. A total of 1 ng of high-quality amplified cDNA was fragmented with the Tn5 transposase from the Illumina Nextera kit (FC-131-1096) to a median size of around 500 bp. The fragmented library was amplified with indexed Nextera adapters (FC-131-1002) using 12 rounds of PCR. The final libraries were purified with Ampure beads and quantified using the qPCR Library Quantification Kit (Kapa Biosystems, KK4824). Libraries were pooled for sequencing on the Illumina HiSEq 2500 system (paired-end reads 2 × 100 bp). Alignment of RNA-seq reads to the mouse mm10 transcriptome was performed using STAR (v.2.7.3a)^50^ using the ENCODE standard options, read counts were generated using RSEM (v.1.3.1) and differential expression analysis was performed in R (v.3.6.1) using the DESeq2 package (v.1.38.0)^51^ (detailed pipeline v.2.0.1 and options are available at GitHub (https://github.com/emc2cube/Bioinformatics/)). Genes significantly changed after treatment with both plasma and the platelet fraction were determined using a nominal *P* < 0.05, and significance in microglia after systemic PF4 administration was determined with a nominal *P* < 0.01. GO term enrichment analysis was performed using Enrichr^52^ (GO Biological Process 2018). Heat maps were generated using Morpheus (https://software.broadinstitute.org/morpheus/).

### RT–qPCR

To quantify mRNA expression levels, equal amounts of cDNA were synthesized using the High-Capacity cDNA Reverse Transcription kit (Thermo Fisher Scientific, 4368813), then mixed with SYBR Fast mix (Kapa Biosystems) and primers. *Gapdh* was amplified as an internal control. RT–qPCR was performed in the CFX384 Real Time System (Bio-Rad). Each sample and primer set were run in triplicates and relative expression levels were calculated using the $${2}^{-\Delta \Delta {C}_{{\rm{t}}}}$$ method^53^.

### Immunohistochemistry

Tissue processing and immunohistochemistry was performed on free-floating sections according to standard published techniques^26^. Cryoprotected brains were sectioned coronally at 40 μm with a cryomicrotome (Leica Camera). Free-floating coronal sections (40 μm) were incubated overnight with anti-IBA1 (1:1,000, Wako, 0191741; or 1:1,000, Synaptic Systems, 234-004), rat anti-CD68 (FA-11, 1:250, Bio-Rad MCA1957), rabbit anti-C1q (1:500, Abcam ab182451) and anti-phosphorylated-CREB (Ser133) (1:2,500, Millipore 06-519) primary antibodies. Labelling was revealed using secondary antibodies (donkey anti-rabbit conjugated Alexa Fluor 555 (1:750, Life Technologies, A31572), donkey anti-rat conjugated Alexa Fluor 647PLUS (1:750, Invitrogen, A48272) donkey anti-guinea pig conjugated Alexa Fluor 488 (1:750, Jackson ImmunoResearch, 706-545-148) and goat anti-rabbit, biotinylated (1:500, Vector, BA-1000)). Labelling of biotinylated antibodies was revealed using the Vectastain Elite ABC-HRP Detection Kit (Vector, PK-6100) with diaminobenzidine (Sigma-Aldrich, D5905). Sections were imaged using confocal microscopy (Zeiss LSM800 or Zeiss LSM900) or bright-field microscopy (Keyance). Individual cell numbers and intensity in the dentate gyrus was quantified across 3–4 sections per animal using ImageJ.

### Collection and preparation of human platelet-rich plasma

Blood was collected from healthy young men (aged 20–35 years) or healthy older men (aged 60–75 years), who volunteered for either a cross-sectional or non-randomized single-arm study at the UCSF Human Performance Center. Samples used in this experiment were from the cross-sectional baseline timepoint only. The participants were asked to complete detailed surveys about their health habits, including physical activity, and donate a fasting blood sample. This study was approved by the Institutional Review Board of UCSF. Samples were drawn from consenting participants by the UCSF Clinical and Translational Science Institute Blood laboratory, and immediately transported to the Villeda laboratory for processing. One 6 ml aliquot of blood was centrifuged at 500*g* for 8 min (4 °C) and the plasma was collected. The plasma was aliquoted and centrifuged again at 700*g* for 17 min (12 °C). Platelet-poor plasma was removed as the top 70% of the solution and the remaining solution was used to resuspend the pellet as platelet-rich plasma. The samples were aliquoted and stored at −80 °C until use.

### Western blot analysis and ELISA

For Western blot analysis, samples were combined with RIPA lysis buffer (Abcam, ab156034) with complete protease inhibitor (4693116001, Sigma-Aldrich) and phosphatase inhibitor (Thermo Fisher Scientific, 78420). Subsequently, the samples were mixed with 4× NuPage LDS loading buffer (Invitrogen, NP0008), loaded onto an SDS polyacrylamide gel (Invitrogen) and transferred onto a nitrocellulose membrane. Equal loading of samples was confirmed using Ponceau S solution (Sigma-Aldrich, P7170) and membranes were imaged with the ChemiDoc System (Bio-Rad). The blots were blocked in 5% milk in Tris-buffered saline with Tween-20 and incubated with anti-GAPDH (6C5, 1:5,000, Abcam, ab8245) goat anti-mPF4 (1 µg ml^−1^, R&D Systems, AF595), mouse anti-hPF4 (170138, 0.5 µg ml^−1^, R&D Systems, MAB7952), mouse anti-thrombospondin-1 (A6.1, 1:200, Santa Cruz, sc-59887, C2519) or rabbit anti-cyclophilin A (1:200, ENZO Life Sciences, BML-SA296-0100). Horseradish-peroxidase-conjugated secondary antibodies (donkey anti-goat conjugated HRP (1:2,000, Invitrogen, A15999), goat anti-mouse conjugated HRP (1:2,000, Millipore, AP124P), and donkey anti-rabbit conjugated HRP (1:2,000, GE Healthcare, NA934V)) and an ECL kit (GE Healthcare) were used to detect protein signals. Developed membranes were imaged using the ChemiDoc System (Bio-Rad). Selected images were exported and quantified using ImageJ (v.2.0.0). Plasma protein levels were measured by ELISA for PF4 (Mouse CXCL4/PF4 Quantikine ELISA Kit; R&D Systems; MCX400), CCL2 (Mouse CCL2/JE/MCP-1 Quantikine ELISA Kit; R&D Systems; MJE00B), TNF (mouse TNF Quantikine ELISA Kit; R&D Systems; MTA00B) and β_2_-microglobulin (Cloud-Clone Corp; SEA260Mu) according to the manufacturer’s protocol.

### HDTVI of HiBiT plasmids

To detect the localization of HiBiT-tagged PF4 and TRF in various mouse tissues, mice were hydrodynamically injected with GFP, PF4-HiBiT or TRF-HiBiT constructs as previously described^7,54^. To generate plasmids, RNA was isolated from mouse peripheral blood mononuclear cells (PBMCs) or liver using TRIzol reagent (Thermo Fisher Scientific, 15596026) and the PureLink RNA Mini Kit. RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, 4368813) and oligo dT primers (Promega, C1101). The following primers were used for PCR amplification of the *Pf4* coding sequences and partial 3′ and 5′ untranslated regions from the PBMC cDNA library: forward, CACCAGTGGCACCCTCTTGACAT; and reverse, GGCAGCTGATACCTAACTCTCC. *Trf* was amplified from liver cDNA using the following primers: forward, CACCAGCGGGTCGGTCTGTACTC; and reverse, CAGTGGCAACCCACCTCTTG. *Pf4* and *Trf* ORFs were cloned into the pENTR D-TOPO vector (Thermo Fisher Scientific, K240020) and sequence verified using M13F and M13R sequencing primers. Restriction enzyme sites (Nhel and EcoR1 for *Pf4* and Nhel and Mfel for *Trf*), a Kozak sequence and a C-terminal HiBiT tag were added during an additional PCR amplification step. The resulting PCR fragments were cloned into a mammalian expression plasmid using the designated restriction sites. The bicistronic plasmid vectors expressed *Pf4* or *Trf* and an IRES eGFP reporter using a CMV promoter. An empty IRES eGFP construct based on the same plasmid was used as a control. All coding plasmid sequences were verified by Sanger sequencing. Endotoxin-free plasmid kits were used for plasmid preparation before in vivo use. To perform HDTVI of constructs, plasmid DNA (50 μg) was suspended in 3 ml saline and injected in the tail vein in 5–7 s in mice. At 24 h after HDTVI, the mice were euthanized and plasma was collected by intracardial bleed. After perfusion, the hippocampus, cortex, cerebellum and liver were dissected, snap-frozen and lysed in RIPA lysis buffer (Abcam, ab156034) with cOmplete protease inhibitor (Sigma-Aldrich, 4693116001) and phosphatase inhibitor (Thermo Fisher Scientific, 78420). A total of 20 μg of protein from each sample was loaded in duplicate in an opaque 96-well plate (Corning, 353296). HiBiT luminescence was measured on the Cytation 5 (BioTek) using the Nano-Glo HiBiT Lytic Detection System (Promega, N3030) according to the manufacturer’s instructions.

### Splenocyte isolation

Splenocytes were isolated from young saline-treated, aged saline-treated and aged PF4-treated mice. For collection of splenocytes, spleens were removed, mechanically dissociated with a syringe plunger over a 70 μm cell strainer and washed with 10 ml of ice-old RPMI medium with 2% FBS. Cells were centrifuged and RBC lysis was performed (155 mM NH_4_Cl, 1 mM KHCO_3_ and 0.1 mM EDTA). Subsequently, cells were washed and resuspended in staining buffer.

### CITE-seq

CITE-seq analysis was performed on splenocytes isolated from five mice per group. Cells from all five mice from each group were pooled for CITE-seq antibody labelling, as previously described^55^ (detailed methods are available online (https://citeseq.files.wordpress.com/2019/02/cite-seq_190213.pdf)). In brief, the samples were blocked with TruStain fcX (BioLegend) for 10 min on ice. After the blocking step, the samples were incubated on ice with Total-seqB antibodies purchased from BioLegend (Extended Data Table 1). After 30 min of labelling, samples were washed three times and filtered through a 40 µm cell strainer before delivering the prepared samples to the UCSF-IHG Genomics Core for analysis with the 10x Genomics Chromium Single Cell Expression Solution 3′ kit with Feature Barcode Technology (v.3.1). The Genomics Core prepared cells for 10x Genomics Chromium single-cell capture. 10,000 cells were loaded per sample. cDNA libraries were prepared according to the standard 10x Genomics protocols. The final library pool was sequenced to a depth of 30,000 cDNA reads per cell and 3,000 ADT reads per cell on the NovaSeq 6000 S2 system. The raw base sequence calls were demultiplexed into sample-specific cDNA and ADT files with bcl2fastq/mkfastq sample sheet using Cell Ranger (10x Genomics). CITE-seq analysis and statistical analysis of raw FASTQ files were processed using the Cell Ranger software package (10x Genomics) for the RNA expression matrix and CITE antibody counts matrix. The data were combined using the Cell Ranger aggrpipeline (10x Genomics). Downstream single-cell analysis was performed using the R package Seurat^56^. Data were processed to remove doublets and unwanted sources of variation by removing cells with more than 5,000 and fewer than 300 genes per cell and regressing on number of UMIs. Genes expressed in fewer than three cells were filtered out. Cells with a percentage of mitochondrial genes of higher than 10% were removed. The matrices of data were log-normalized in a sparse data matrix and PCA was applied to reduce dimensionality. The first 20 PCA components were used to cluster cells by Louvain clustering implemented in Seurat while UMAP plots were independently generated to aid in 2D representation of multidimensional data independent of the clustering. Log-normalized gene expression data were used for visualizations with violin plots, UMAP plots and generation of heat maps.

### Flow cytometry

Flow cytometry analysis of platelets was performed on whole blood and the platelet fraction of the plasma preparation. After collection, blood was diluted 1:10 in 250 mM EDTA. Platelets were labelled with anti-CD61 PE (2C9.G2, HMβ3-1, 1:50, BioLegend, 104308) at 4 °C. Cells were washed and resuspended in PBS for analysis with the BD LSR II Flow Cytometer. Flow cytometry analysis of splenocytes was performed, as previously described^57^. Cells were labelled with two independent panels to assess specific populations of myeloid cells and lymphocytes. Antibodies for the myeloid panel were as follows: CD45-BUV395 (30-F11, 1:200, BD, 564279), CD3-APC (17A2, 1:200, Tonbo Biosciences, 20-0032-U025), B220-APC (RA3-6B2, 1:200, BioLegend, 103211), CD49b-APC (DX5, 1:200, eBioscience, 50-112-9698), Ly6G-BV711 (1A8, 1:200, BioLegend, 127643), I-A/I-E Alexa Fluor 700 (M5/114.15.2, 1:200, BioLegend, 107621), F4/80-PeCy7 (BM8, 1:200, eBioscience, 25480182) and CD11b-BV650 (M1/70, 1:200, BioLegend, 101239). Antibodies for the lymphoid panel were as follows: CD45-BV711 (30-F11, 1:200, BD, 563709), B220-PeCy5 (RA3-6B2, 1:200, eBioscience, 15-0452-82), CD4-PeCy7 (RM4-5, 1:200, eBioscience, 25-0042-82), CD3-APC (17A2, 1:200, Tonbo Biosciences, 20-0032-U025), CD8a-Pacific Blue (5H10, 1:200, Thermo Fisher Scientific, MCD0828), CD62L-PerCP-Cyanine5.5 (MEL-14, 1:100, Tonbo Bioscience, 65-0621-U100) and CD44-APC eFluor 780 (IM7, 1:100, eBioscience, 47-0441-82). In brief, 1 × 10^6^ cells were blocked with FBS and stained at 4 °C. Thereafter, the cells were washed, fixed with 4% paraformaldehyde solution, washed and resuspended in PBS for storage until analysis using the BD LSR II Flow Cytometer.

### T cell culture and activation

For in vitro experiments, untouched T cells were isolated from aged mouse spleens using the Pan T Cell Isolation Kit II, mouse (Miltenyi Biotec), according to manufacturer’s instructions. Isolated splenocytes were resuspended in staining buffer (PBS, pH 7.2, 0.5% BSA and 2 mM EDTA) before addition of biotin-conjugated antibody. After a 5 min incubation at 4 °C, additional buffer and anti-biotin microbeads were added to the solution. Cells were incubated for 10 min and the suspension was applied to a washed LS column on a QuadroMACS Separator (Miltenyi Biotec), while the unlabelled flow-through was collected as the pan T cell fraction. Cells were washed and plated in culture medium (RPMI with 10% FBS and 55 μM BME). Subsequently, T cells were stimulated (Dynabeads Mouse T-Activator CD3/CD28 for T-Cell Expansion and Activation; Thermo Fisher Scientific) with or without recombinant mouse PF4 (1 μg ml^−1^; Prospec). Cells were incubated for 3 days before collection for analysis. Flow cytometry analysis of the cells was performed using the following antibodies: CD3-eFluor 660 (17A2, 1:100, eBioscience, 50-0032-82), CD4-PE-Cyanine7 (RM4-5, 1:200, eBioscience, 25-0042-82), CD8a-PE (53-6.7, 1:100, BioLegend, 100708) and CD279/PD-1-FITC (29F.1A12, 1:200, BioLegend, 135214). In brief, 1 × 10^6^ cells were blocked with FBS and stained at 4 °C. Thereafter, the cells were fixed with 4% paraformaldehyde solution, washed and resuspended in PBS for storage until analysis with the flow cytometer (BD Accuri C6 Plus).

### NOR

The NOR task was performed as previously described^7^. On day one (the habituation phase), mice performed open field testing by exploring an empty arena for 10 min. Infrared photobeam breaks were recorded and movement metrics were analysed using the MotorMonitor software (Kinder Scientific). On day two (the training phase), two identical objects were placed into the habituated arena, and the mice were allowed to explore for 5 min. On day three (the testing phase), one object was replaced with a novel object, and the mice were allowed to explore for 5 min. The time spent exploring each object was quantified using the Smart Video Tracking Software (Panlab; Harvard Apparatus). Two different sets of objects were used. To control for any inherent object preference, half of the mice were exposed to object A as their novel object and half to object B. To control for any potential object-independent location preference, the location of the novel object relative to the trained object was also counterbalanced. To determine the percentage of time with the novel object, we calculate (time with novel object)/(time with trained object + time with novel object) × 100. Mice that did not explore both objects during the training phase were excluded from the analysis.

### Y maze

The Y Maze task was conducted as previously described^7^. During the training phase, the mice were placed into the start arm facing the wall and were allowed to explore the start and trained arm for 5 min, while the entry to the 3rd arm (novel arm) was blocked. The maze was cleaned between each mouse to remove odour cues, and the trained arm was alternated between mice. After training, the mouse was returned to its home cage. After 45 min, the mouse was returned to the start arm and was allowed to explore all three arms for 5 min. The number of entries and the time spent in each arm was quantified using the Smart Video Tracking Software (Panlab; Harvard Apparatus). The percentage of entries in each arm was defined as the number of entries in each arm divided by the total number of entries in all arms during the first minute of the task. The discrimination index was quantified by (novel arm − trained arm)/(novel arm + trained arm). Mice that did not perform three entries during the first minute of testing were excluded.

### Fear conditioning

In this task, mice learned to associate the environmental context (fear conditioning chamber) with an aversive stimulus (mild foot shock; unconditioned stimulus) enabling testing for hippocampal-dependent contextual fear conditioning. To assess amygdala-dependent cued fear conditioning, the mild foot shock was paired with a light and tone cue (conditioned stimulus). Freezing behaviour was used as a readout of conditioned fear. Specific training parameters were as follows: tone duration of 30 s; level of 70 dB, 2 kHz; shock duration of 2 s; intensity of 0.6 mA. This intensity is not painful and can easily be tolerated but will generate an unpleasant feeling. On the training day (day 1), each mouse was placed in a fear-conditioning chamber and was allowed to explore for 2 min, during which time freezing was recorded to assess the baseline freezing behaviour. Subsequently, a 30 s tone (70 dB) and light, ending with a 2 s foot shock (0.6 mA) were delivered. Then, 2 min later, a second unconditioned-stimulus–conditioned-stimulus pair was delivered. On the testing day (day 2), each mouse was first placed into the fear-conditioning chamber containing the same context, but with no CS or foot shock. Freezing was recorded for 2 min. Then, 1 h later, the mice were placed into a new context containing a different odour, cleaning solution, floor texture, chamber walls and shape. The animals could explore for 2 min before being re-exposed to the conditioned stimulus. Freezing was analysed for 1–3 min using a FreezeScan video tracking system and software (Cleversys).

### RAWM

Spatial learning and memory were assessed using the RAWM paradigm, according to an established protocol^58^. In this task, the mouse was trained to the location of a constant goal arm throughout the training and testing phase. The start arm changed each trial. Entry into an incorrect arm was scored as an error, and errors were averaged over training blocks (three consecutive trials). During training (day 1), the mice were trained for 12 trials (blocks 1–4), with trials alternating between a visible and hidden platform. After an hour break, learning was tested for 3 trials (block 5) using only a hidden platform. During testing (day 2), the mice were tested for 15 trials (blocks 6–10) with a hidden platform. When scoring, investigators were blinded to treatment.

### Data, statistical analyses and reproducibility

All experiments were randomized and blinded by an independent researcher before tail vein injection. Researchers remained blinded throughout histological, biochemical and behavioural assessments. Groups were unblinded at the end of each experiment on statistical analysis. Data are expressed as mean ± s.e.m. The distribution of data in each set of experiments was tested for normality using the D’Agostino–Pearson omnibus test or Shapiro-Wilk test. Statistical analysis was performed using Prism v.8.0 or v.9.0 (GraphPad). Means between two groups were compared using two-tailed unpaired Student’s *t*-tests. Comparisons of means from multiple groups with each other were analysed using one-way ANOVA followed by the appropriate post hoc test, as indicated in the figure legends. Trial by group interactions were analysed using repeated-measures ANOVA with Šidák’s correction for multiple comparisons. Additional statistical details are indicated in the respective figure legends. All data generated or analysed in this study are included in this Article. The main experimental findings are representative of two independently performed experiments. All replication attempts were successful. RNA-seq and CITE-seq data were not replicated due to resource limitations, but were orthogonally validated. Experimental replication was not attempted for negative data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06436-3.

### Supplementary information

Supplementary Figure 1 Uncropped immunoblots for the Figures and Extended Data Figures.

Reporting Summary

Supplementary Table 1 RNA-seq analysis of hippocampi from aged mice treated with saline, young-mouse blood plasma preparations or the young-mouse platelet fraction. 

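The sheets for the 2 treatments list the genes at the unadjusted threshold, each with its mean normalized count, log2 fold change, unadjusted p-value and the normalized count of each mouse. The fold change is saline over treated, so a negative value means a higher level in treated mice. The same saline-treated mice enter both sheets, and their normalized counts differ between the sheets by a factor of each library, because the size factors were estimated separately. In the sheet of overlapping genes, for 192 of the 193 genes compared (within 0.1%), the columns headed young platelet fraction hold the values that the sheet for young plasma gives for its treated mice, and the columns headed young plasma hold those of the platelet sheet, the exception being Cyth4, with 0 in the former, so the treated columns of that sheet are best read from the other sheets.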

Spreadsheets of DEGs in the aged hippocampus relative to saline-treated controls after treatment with young-mouse blood plasma preparation or treatment with young-mouse platelet fraction, and the overlapping DEGs.

Supplementary Table 2 RNA-seq analysis of bulk microglia isolated from hippocampi of saline- or PF4-treated aged mice. Spreadsheet of DEGs in microglia isolated from the aged hippocampus after systemic administration of saline or PF4.

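The sheet has the same kinds of column as those for the hippocampus, with the microglia libraries in place of the mice. Fold changes are again saline over treated. A gene with no read in one group has a fitted fold change that depends on how the model treats a count of 0, so large values are best read together with the normalized count of each library.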

Supplementary Table 3 RNA-seq analysis of hippocampi from saline- or PF4-treated aged mice. Spreadsheet of DEGs in the aged hippocampus after systemic administration of saline or PF4.

Supplementary Table 4 RNA-seq analysis of hippocampi from saline or PF4 treated aged control and *Cxcr3*-KO mice. Spreadsheets of DEGs in the aged hippocampus of PF4 controls (WT) relative to saline, PF4 *Cxcr3*-KO mice relative to saline controls and PF4 controls, but not PF4 *Cxcr3*-KO mice, relative to saline controls.

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

## Data Availability

All data needed to understand and assess the conclusions of this study are included in the Article and the Supplementary Information. All bulk RNA-seq data supporting the findings of this study are available at the Gene Expression Omnibus (GEO) under accession number GSE173254, and the CITE-seq data are available at the GEO under accession number GSE179095. Human *CXCR3* expression data are available online (https://v21.proteinatlas.org/) and can be downloaded from http://www.proteinatlas.org/ENSG00000186810.tsv. Source data are provided with this paper.

# Supplementary material for: Platelet factors attenuate inflammation and rescue cognition in ageing
**Source:** Nature. 2023 Aug 16;620(7976):1071–9. doi: 10.1038/s41586-023-06436-3
**Supplement:** Supplementary file 1 — Uncropped immunoblots for the Figures and Extended Data Figures.

---

**Supplementary information**

---

**Platelet factors attenuate inflammation and rescue cognition in ageing**

---

In the format provided by the  
authors and unedited

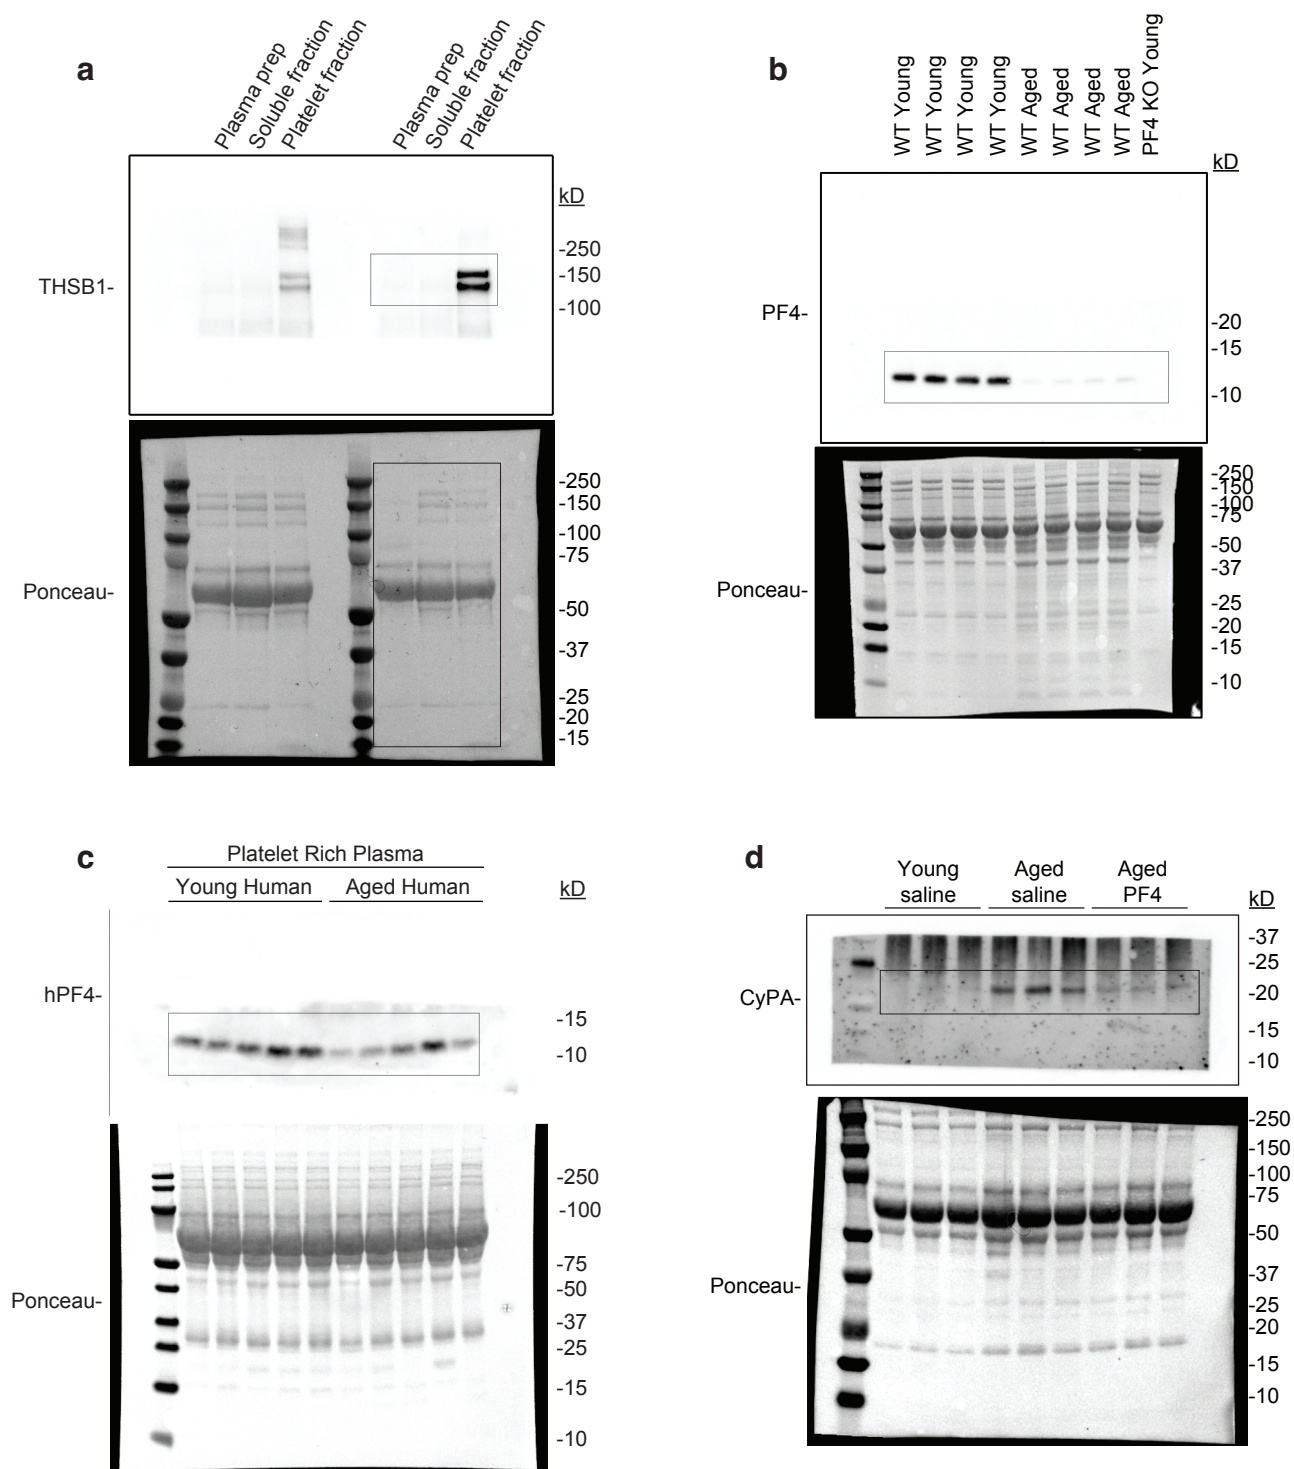

**Supplementary Figure 1. Uncropped immunoblots from main and extended data figures.** (a) Immunoblots for Figure 1d. Western blot of platelet marker Thrombospondin-1 (THSB-1) in the young plasma preparation, the platelet-depleted fraction, and the platelet fraction of mice, with an image of the gel stained with Ponceau. (b) Immunoblots for Figure 2a. Western blots of PF4 in the platelet fraction of plasma from young and aged mice, with an image of the gel stained with Ponceau. (c) Immunoblots for Figure 2c. Western blot of PF4 in platelet-rich plasma from young and aged humans, with an image of the gel stained with Ponceau. (d) Immunoblots for Extended Data Figure 2b. Western blot of Cyclophilin A (CyPA) in blood plasma preparation from young and aged saline treated and aged PF4 treated mice, with an image of the gel stained with Ponceau.

# Supplementary material for: Platelet factors attenuate inflammation and rescue cognition in ageing
**Source:** Nature. 2023 Aug 16;620(7976):1071–9. doi: 10.1038/s41586-023-06436-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Illumina HiSeq 2500 (paired reads 2 × 100 bp); CFX384 Real Time System (Bio-Rad); Zeiss LSM800 confocal microscope; Zeiss LSM900 confocal microscope; ChemiDoc System (BioRad); Cytation 5 (BioTek); NovaSeq 6000 S2; Smart Video Tracking Software (Panlab; Harvard Apparatus); FreezeScan video tracking system (Cleversys, Inc); BD LSRII Flow Cytometer

**Data analysis** Statistical analysis was performed with Prism 8.0 or 9.0 software (GraphPad Software). ImageJ software (Version 2.0.0); FlowJo Version 10  
For bulk RNA-sequencing alignment of sequencing reads to the mouse mm10 transcriptome was performed using STAR v2.7.3a39 following ENCODE standard options, read counts were generated using RSEM v1.3.1, and differential expression analysis was performed in R v3.6.1 using the DESeq2 package v1.38.040 (detailed pipeline v2.0.1 and options available on <https://github.com/emc2cube/Bioinformatics/>). For CITE-sequencing the raw base sequence calls were demultiplexed into sample-specific cDNA and ADT files with bcl2fastq / mkfastq sample sheet through Cell Ranger (10X Genomics; version 5.0.1). CITE-seq analysis and statistical analysis of Raw FASTQ files were processed using the Cell Ranger software package (10X Genomics; version 5.0.2) for RNA expression matrix and CITE antibody counts matrix. The data were combined using a Cell Ranger aggrpipeline (10X Genomics). Downstream single cell analysis was performed using the R package Seurat (Version 4.0.0). Gene ontology enrichment analysis was performed using Enrichr (GO Biological Process 2018; <https://maayanlab.cloud/Enrichr/>). Heatmaps were generated using Morpheus (<https://software.broadinstitute.org/morpheus>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data needed to understand and assess the conclusions of this study are included in the text, figures, and supplementary materials. All bulk RNA-sequencing data that support the findings of this study are available in GEO with the accession number GSE173254, and the CITE-sequencing data are available in GEO with the accession number GSE179095. Human CXCR3 expression data are available at [v21.proteinatlas.org](http://v21.proteinatlas.org) and downloadable at <http://www.proteinatlas.org/ENSG00000186810.tsv>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](http://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The numbers of samples used were found to be sufficient to result in statistically significant differences using standard power calculations with alpha = 0.05 and a power of 0.8. We use an online tool ( <a href="http://www.bu.edu/orcccommittees/iacuc/policies-and-guidelines/sample-size-calculations/">http://www.bu.edu/orcccommittees/iacuc/policies-and-guidelines/sample-size-calculations/</a> ) to calculate power and sample size based on experience with the respective tests, variability of the assays, and inter-individual differences between groups. |
| Data exclusions | All exclusion criteria were pre-established. For novel object recognition, mice that did not explore both objects during the training phase were excluded from analysis. For Y maze, mice that did not perform three entries during the first minute of testing were excluded. For qPCR, sample was omitted due to inadvertent technical preparation issues.                                                                                                                                                                                                               |
| Replication     | The main experimental findings are representative of two independently performed experiments. All replication attempts were successful. RNA-seq and CITE-seq data were not replicated due to resource limitations, but were orthogonally validated. Experimental replication was not attempted for negative data.                                                                                                                                                                                                                                                          |
| Randomization   | All experiments were randomized and blinded by an independent researcher before tail vein injection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Researchers remained blinded throughout histological, biochemical and behavioral assessments. Groups were un-blinded at the end of each experiment upon statistical analysis.                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

For immunohistochemistry:  
anti-Iba-1 (1:1000, Wako 0191741; or 1:1000, Synaptic Systems 234-004)

anti-CD68 [clone FA-11] (1:250, Bio-Rad MCA1957)  
 anti-C1q (1:500, Abcam ab182451, clone 4.8)  
 anti-phospho-CREB (Ser 133) (1:2500, Millipore 06-519)  
 donkey anti-rabbit conjugated Alexa Fluor® 555 (1:750, Life Technologies A31572)  
 donkey anti-rat conjugated Alexa Fluor® 647PLUS (1:750, Invitrogen A48272)  
 donkey anti-guinea pig conjugated Alexa Fluor® 488 (1:750, Jackson ImmunoResearch 706-545-148)  
 goat anti-rabbit, biotinylated (1:500, Vector BA-1000)

For Western blot analysis:

anti-GAPDH [clone 6C5] (1:5000, Abcam, ab8245)  
 anti-mouse CXCL4/PF4 (1 µg/mL, R&D Systems, AF595)  
 anti-human CXCL4/PF4 [Clone 170138] (0.5 µg/mL, R&D Systems, MAB7952)  
 anti-Cyclophilin A (1:200, ENZO Life Sciences, BML-SA296-0100)  
 anti-Thrombospondin-1 [clone A6.1] (1:200, Santa Cruz, sc-59887, lot # C2519)  
 donkey anti-goat conjugated HRP (1:2000, Invitrogen, A15999)  
 goat anti-mouse conjugated HRP (1:2000, Millipore, AP124P)  
 donkey anti-rabbit conjugated HRP (1:2000, GE Healthcare, NA934V)

For ELISA:

PF4 (Mouse CXCL4/PF4 Quantikine ELISA Kit; R&D Systems, MCX400)  
 CCL2 (Mouse CCL2/JE/MCP-1 Quantikine ELISA Kit; R&D Systems, MJE00B),  
 TNFα (Mouse TNF-alpha Quantikine ELISA Kit; R&D Systems, MTA00B)  
 β2-Microglobulin (Cloud-Clone Corp, SEA260Mu)

For Flow Cytometry:

anti-CD61 PE [clone 2C9.G2 (HMβ3-1)] (1:50, BioLegend, 104308)  
 anti-CD45 BUV395 [Clone 30-F11] (1:200, BD, 564279)  
 anti-CD3 APC [clone 17A2] (1:200, Tonbo Biosciences, 20-0032-U025)  
 anti-B220 APC [clone RA3-6B2] (1:200, BioLegend, 103211)  
 anti-CD49b APC [clone DX5] (1:200, eBioscience, 50-112-9698)  
 anti-Ly6G BV711 [clone 1A8] (1:200, BioLegend, 127643)  
 anti-I-A/I-E Alexa Fluor® 700 [clone M5/114.15.2] (1:200, BioLegend, 107621)  
 anti-F4/80 PeCy7 [clone BM8] (1:200, eBioscience, 25480182)  
 anti-CD11b BV650 [clone M1/70] (1:200, BioLegend, 101239)  
 anti-CD45 BV711 [Clone 30-F11] (1:200, BD, 563709)  
 anti-B220 PeCy5 [clone RA3-6B2] (1:200, eBioscience, 15-0452-82)  
 anti-CD4 PeCy7 [clone RM4-5] (1:200, eBioscience, 25-0042-82)  
 anti-CD8a Pacific Blue™ [clone 5H10] (1:200, ThermoFisher, MCD0828)  
 anti-CD62L PerCP-Cyanine5.5 [clone MEL-14] (1:100, Tonbo Bioscience, 65-0621-U100)  
 anti-CD44 APC eFluor®780 [clone IM7] (1:100, eBioscience, 47-0441-82)  
 anti-CD3 eFluor® 660 [clone 17A2] (1:100, eBioscience, 50-0032-82)  
 anti-CD8a PE [clone 53-6.7] (1:100, BioLegend, 100708)  
 anti-CD279/PD-1 FITC [clone 29F.1A12] (1:200, BioLegend, 135214)

#### Validation

All antibodies are from commercially available sources and have been validated by the supplier for the indicated species and application utilized in our study. Manufacturers' websites contains validation and publications supporting the antibodies use for each species and assay employed.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

All experiments were performed with mice on the C57BL/6 background. All studies performed with young and aged mice were performed with either 3 month-old or 20 month-old mice (The Jackson Laboratory and National Institutes of Aging). Homozygous Pf4 knockout mice (PF4 KO) were previously generated, characterized and provided as a generous gift from M. Anna Kowalska. Heterozygous mice were bred to generate PF4 KO and WT littermate controls that were used as mature adult (6-8 months) and middle-aged male mice (12-14 months). For Cxcr3 experiments, male CXCR3 KO and WT controls, and female CXCR3 KO and heterozygous control mice were used. All other studies were performed with male mice, except for validation of PF4's pro-cognitive effect in aged female mice. Mice were housed under specific pathogen-free conditions under a 12-hour light-dark cycle, with humidity maintained between 30-70% and temperature between 68-79 degrees F.

#### Wild animals

No wild animals were used in this study.

#### Field-collected samples

No field collected samples were used in this study.

#### Ethics oversight

All animal handling and use was in accordance with institutional guidelines approved by the University of California San Francisco IACUC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Samples were collected from healthy young men (20-35 years) or healthy older men (60-75 years).                                                                                                                                                                                                                                                                                                                                                                   |
| Recruitment                | Blood was collected from healthy young men (20-35 years) or healthy older men (60-75 years), who volunteered for either a cross-sectional or non-randomized single-arm study at the UCSF Human Performance Center. Participants were recruited from the San Francisco bay area, with primary recruitment at UCSF Health. There were no biases that impacted the study. Samples utilized in this experiment were from the cross-sectional baseline timepoint only. |
| Ethics oversight           | This study was approved by the Institutional Review Board of UCSF                                                                                                                                                                                                                                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Whole blood was collected via cardiopuncture and either diluted in anticoagulant or centrifuged to collect the platelet fraction of plasma.<br>For splenocyte isolation, spleens were removed, mechanically dissociated with a syringe plunger over a 70 µm cell strainer, and washed with 10 mL of ice-cold RPMI media with 2% FBS. Cells were centrifuged and RBC lysis performed (155 mM NH <sub>4</sub> Cl, 1 mM KHCO <sub>3</sub> , and 0.1 mM EDTA). Subsequently, cells were washed and resuspended in staining buffer.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Instrument                | BD LSR II Flow Cytometer                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | FloJo v10                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | Sorted samples were >95% pure                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Gating strategy           | This information can be found in Fig. 1 and Extended Data Fig. 5. Briefly, for Figure 1 cells were gated by forward scatter and side scatter to identify objects the size of platelets. Of these cells, platelets were confirmed as CD61+ cells. For Extended data figure 5a-c, flow cytometry gating was used for the identification of CD45+ myeloid (lin-; i.e., CD3-, B220-, CD49b-) and lymphoid (lin+; i.e., CD3+, B220+, CD49b+) cells, neutrophils (CD45+, lin-, Ly6G+), and macrophages (CD45+, lin-, F4/80+, CD11b+) in the aged spleen. For Extended data figure 5e-f, flow cytometry gating was used for the identification of CD4+ T cells (CD45+, CD3+, CD4+), CD8+ T cells (CD45+, CD3+, CD8+), and CD8+ T effector memory cells (CD45+, CD3+, CD8+, CD44-HI, CD62L-LO) in the aged spleen. For Extended data figure 5h-i, flow cytometry gating was used for the identification of the exhaustion marker PD1 in CD4+ (CD3+, CD4+, PD1-HI) and CD8+ T cells (CD3+, CD8+, PD1-HI) following in vitro activation of aged T cells. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

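Bulk RNA sequencing from 2 experiments was re-analysed. Whole hippocampi came from 20-month-old mice given saline (n = 5), the young blood plasma preparation (n = 6) or the young platelet fraction (n = 6). Microglia isolated from the hippocampus came from 20-month-old mice given saline (n = 3) or PF4 (n = 4). The replicate was the hippocampus of a mouse, or a microglia library. Samples were grouped by their deposited labels, and no library was excluded from the main comparisons.

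The authors aligned reads to mm10 with STAR, counted them per gene with RSEM, and compared each treatment with saline in DESeq2. They deposited 3 tables of 24411 genes. The deposited signal of each library is a normalized count, the count of a gene divided by the size factor of the library. The deposited log2 fold change is saline over treated, which was checked against the group means, and all differences reported here have the sign turned to treated minus saline. The deposited p-value of the authors is from DESeq2. The paper's methods name a modified Smart-Seq2 protocol, whereas the sample labels describe a strand-specific kit with poly(A) selection. Paralogs and overlapping genes can share reads, and their values are uncertain to that extent.

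Each library's values were whole multiples of one step, within a tolerance of 0.01 of a read, so whole reads were recovered for 100% of values. Summed over the listed genes, saline hippocampi held 6140510 to 10522699 counted reads, young plasma hippocampi 6586357 to 7739868 and young platelet fraction hippocampi 6763608 to 7438930. Saline microglia held 19855188 to 36342162 and PF4 microglia 25401175 to 31649835. The PCR copies carry no molecular identifiers, so reads are not independent molecules.

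Log2(normalized count + 1) was fitted with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, for the 2 groups of each comparison. Genes were kept at a normalized count of 10 or more in at least 5 hippocampal or 3 microglia libraries. The thresholds are those of the paper, an unadjusted P of 0.05 for hippocampus and 0.01 for microglia, and Benjamini-Hochberg adjusted p of 0.05 is given beside them. The treatments were compared with each other after the treated libraries of both tables were put on one scale by the shared saline libraries. Overlap between treatments was set beside 100 simulated pairs of unchanged groups against the same saline libraries. Single genes were compared by two-sided exact permutation tests of log2 values.

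Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and p was adjusted over the lists of a comparison. Reactome sets of 15 to 300 measured genes from fgsea 1.28.0 were tested in the same way. The lists, the thresholds, the tests and the rule for named genes were written before the data were examined but after the paper's tables of called genes had been read. The rule names each gene that the paper names for hippocampal or microglial RNA, the 10 genes per direction with the smallest p among those past the threshold with a mean normalized count of at least 50, and up to 4 members of each list with the smallest p. Coordinates are from the RefSeq annotation of GRCm38.p6, the assembly of mm10.

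The tests were run on simulated counts with 100 genes changed by 1.5-fold and 100 by 3-fold, except 98 at 1.5-fold for microglia. Among 13462 genes simulated for young plasma, limma recovered 81 of the genes changed by 1.5-fold and 100 of those changed by 3-fold at the threshold, and 35 and 97 at adjusted p. Among 13477 genes simulated for the young platelet fraction it recovered 89 and 100 at the threshold, and 36 and 96 at adjusted p. Among 10674 genes simulated for microglia it recovered 4 and 25 at the threshold, and 0 and 2 at adjusted p. Of unchanged genes, 4.75%, 4.71% and 1.17% passed the threshold. In the microglia simulation, 84 unchanged genes passed adjusted p with DESeq2 and 0 with limma or edgeR. For young plasma and the young platelet fraction, 19 and 41 unchanged genes passed adjusted p with DESeq2. With limma, and likewise with edgeR, 6 and 8 did.

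The alternatives were pseudocounts of 0.5 and 5, no filter, a filter at 50, TMM scaling, scaling to library totals, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the deposited p-values over the genes kept, leaving out each library in turn, all hippocampal groups in one fit, and a replicate block in microglia. Chosen after seeing the data were DESeq2 on all genes, leaving out 5 hippocampal libraries that stood apart on the first principal component, and leaving out 3 microglia libraries high in choroid plexus transcripts. The GO enrichment of the paper was not repeated, because its gene sets were not at hand.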

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

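Among the tests below, those of the counts of genes and of genes present in one group and absent in the other were set before their results were seen. The tests of the myelin and choroid plexus patterns were chosen after the result was seen, and several were changed again after a first outcome, as stated at each.

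Myelin genes had higher values after both treatments, but with limma no member passed adjusted p over all genes. As a list they did not pass with an estimated correlation (adjusted p = 0.222 and 0.191 from camera). The myelin score was 0.151 ± 0.294 (SD, n = 12) in treated against -0.362 ± 0.263 (SD, n = 5) in saline libraries. A term for the libraries that stood apart on the first component left the list medians at 0.455 and 0.494, which argues against that structure as the whole cause. A chance draw of saline libraries low in myelin RNA stays open: the exact permutation p of 0.00598 met the first bound set for excluding it, but the list was the leading one of 39, and adjustment over the lists, added after that outcome was seen, gave 0.233. The share of fimbria and ventricle lining in the dissected piece may contribute, since within groups the myelin score ran with the ependymal score (17 libraries, Pearson r = 0.675, permutation p = 0.00336, adjusted 0.0302 over 9 relations). Spearman rho was 0.608 (p = 0.012), and r was 0.512 without the 2 farthest libraries. This test was chosen after one against dentate granule genes had decided nothing (r = -0.129, p = 0.624). The myelin score did not run with the score of the choroid plexus, which also lies against the hippocampus (r = 0.107, permutation p = 0.682, adjusted 0.703). Not all neighbouring tissue therefore went with the myelin genes. With an ependymal term the medians went from 0.468 to 0.263 after young plasma and from 0.576 to 0.355 after the young platelet fraction, members past the threshold from 28 to 4 and from 38 to 16, and the typical standard error from 0.204 to 0.223 and from 0.180 to 0.171; an effect of the treatments on oligodendrocytes also stays open.

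Choroid plexus transcripts were high in saline 2, PF4 2 and PF4 4, where Ttr took 0.801%, 2.05% and 1.34% of the reads. They were tested as the source of the genes called for PF4 by a fit with the choroid plexus score as a term. In it all 44 genes kept their sign and an unadjusted P under 0.05, and 23 kept the threshold. The typical size went from 5.78 to 5.74 and the standard error from 1.70 to 1.78, so the sizes hardly moved. The 44 genes were picked for small p in the same libraries, and both groups held a high library. The term could therefore remove little, and this fit does not decide whether the choroid plexus transcripts are the source. Leaving out the 3 libraries, a set chosen after seeing the data, gave 9 genes, with 0 of the 44 among them. With fewer libraries left, that fit cannot tell removal of these transcripts from loss of power. The choroid plexus score was high in saline 2 (2.496) and low in PF4 1 and PF4 3 (-2.692 and -2.782). These values argue against PF4 as the only source of the choroid plexus transcripts. An added effect of PF4 on them stays open (exact permutation p = 0.343). Tissue RNA carried into the 3 libraries may be the source, which bead capture for CD11b should have reduced. All 26 genes were higher in the 3 libraries, the least by 3.88 log2 units, which goes with this source. Over all 26 genes the median range of the ratio to the list mean was 1.73 against 1.09 in matched random lists, above 9936 of 10000. Over the 7 abundant genes it was 0.667 against 0.512 (95% of lists under 0.798). These ratios test whether the genes kept fixed proportions in the 3 libraries, so they do not decide the source. The random lists replaced a fixed bound, and the abundant genes were added, after a first outcome against this source was seen.

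Between PF4 and saline microglia, 3 genes had 100 or more reads in every library of one group and 3 or fewer in every library of the other, and other splits of the 7 libraries gave up to 31. As many or more were found in 32 of the 35 splits, the real one included, so reads missing in single libraries may account for such genes. Depth as the only cause is argued against by the totals of 19855188 to 36342162 reads. That range is too narrow to take a gene from 100 or more reads to 3 or fewer. A part for depth stays open. The genes lacking in one library and present in the others of its group went with depth in saline 2, 3 and 4 (576, 368 and 75). They also did in PF4 2, 4 and 3 (190, 149 and 45), while PF4 1, the deepest of its group, lacked 363. The bound set beforehand, met by PF4 1 alone, let a single library decide. The outcome of that bound was first read as against depth, and its reading was changed to open after it was seen. Of the paper's 346 genes, 236 had a library at 3 or fewer reads and 178 were present and nearly absent within one group.

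Chance cannot be excluded for the counts of genes tested here by other splits of the libraries. Of 100 splits of the libraries, 54 gave at least the 456 genes of young plasma (highest other 2226), 40 the 527 of the young platelet fraction (2414) and 40 the 136 shared on one scale (1301). In microglia, 27 of 35 splits gave at least 44 genes (418). The counts of 0 at adjusted p with limma are reached by any split and decide nothing; the highest in other splits were 2 for young plasma, 378 for the young platelet fraction, 14 between the treatments and 6 in microglia. With DESeq2 on the genes kept, 17 of 100 splits gave at least the 10 genes at adjusted p after the young platelet fraction (843) and 40 the 563 at the threshold (2431), and in microglia 27 of 35 gave at least 41 at adjusted p (475) and 19 at least 179 at the threshold (696). With DESeq2 on all genes, chosen after seeing the data, 19 of 35 gave at least 346 (946, median 355), and 23 at least 107 at adjusted p (640, median 126). Splits were not run for the deposited p-values or for DESeq2 on all genes in the hippocampus. Splits with several times the real count point to a structure of the samples.

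In 21 of 257 groups of 4 to 10 values one library lay far from the rest, where chance gives 5% of groups. In saline hippocampi these were Galntl6 (151.2 in mouse 7143), Neurod1 (236.1), Bdnf (784), Bmp1 (268.7) and the ependymal score (-0.7148) in mouse 7152. After young plasma they were Apod (2431), Xaf1 (76) and the CA1 score (-0.4397) in mouse 7150, Grm4 (97.39) in mouse 7144, Gh (13.27) in mouse 7156 and the TNF score (-0.05518) in mouse 7159. After the young platelet fraction they were Itgb4 (138.1) in mouse 7145, Il33 (709.3), Npy5r (75.15) and the score of chemokine production regulators (-0.1977) in mouse 7151, the plasticity score (-0.1093) in mouse 7154, and Tnfsf13b (19.93) and Bdnf (682.5) in mouse 7595. In microglia they were Akap1 (0.8172) and Neil1 (12.26) in PF4 3 and Ska2 (198) in PF4 4.

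Between the young platelet fraction and young plasma, lists differed at the preset correlation and none did with an estimated correlation: the median differences, platelet minus plasma, were 0.1037 for myelin, -0.1136 for interferon response, -0.1293 for antigen presentation, 0.1113 for oxidative phosphorylation, 0.08412 for cytosolic ribosome, 1.234 for red cell genes, -0.3114 for striatum and septum, -0.08992 for astrocytes and -0.03356 for oligodendrocyte precursors. Lists outside those the paper discusses for the RNA of the hippocampus or its microglia also passed at the preset correlation only. After young plasma the medians were 0.4699 for ependymal cilia, -0.3643 for dentate granule cells, 0.263 for interferon response, 0.309 for antigen presentation, 0.05708 for oxidative phosphorylation, 0.0592 for cytosolic ribosome, 0.0557 for lysosome, 0.2533 for striatum and septum and -0.1155 for CA1. After the young platelet fraction they were 0.6372 for ependymal cilia, -0.2726 for dentate granule cells, 0.2007 for interferon response, 0.1689 for oxidative phosphorylation, 0.1406 for cytosolic ribosome, 1.527 for red cells and -0.1003 for homeostatic microglia. In microglia they were -0.2683 for cytosolic ribosome, 2.246 for choroid plexus, 2.342 for ependymal cilia and -0.1493 for dissociation stress. The ependymal cilia median there ran from 0.896 without PF4 4 to 5.10 without saline 2. That of dissociation stress ran from -0.251 without saline 2 to -0.128 without saline 3. In hippocampus after young plasma, the medians of oxidative phosphorylation and cytosolic ribosome fell to 0.0311 and 0.0147 without young plasma 7159. After the young platelet fraction these medians fell to 0.0973 and 0.0605 without mouse 7595. The homeostatic microglia median there ran from -0.149 without saline 7596 to -0.0657 without saline 7152.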

How the results depend on the processing

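Leaving out each library in turn gave 297 to 617 genes after young plasma, 344 to 870 after the young platelet fraction, 79 to 209 shared and 22 to 123 in microglia at the unadjusted thresholds, and 0 at adjusted p throughout. The TNF list in microglia ran from -0.254 to -0.000246 and passed at the preset correlation without saline 2 (adjusted p = 0.0246) and not without any other single library, and the activation list from -0.250 to -0.0834. All list calls here are at the preset correlation, and the alternatives were not run with an estimated one. Without the 5 hippocampal libraries apart on the first component, chosen after seeing the data, 300 genes passed after young plasma and 63 were shared. In microglia at the threshold, DESeq2 gave 179, the deposited p-values over the genes kept 232, DESeq2 on all genes 346 and leaving out the libraries high in choroid plexus transcripts 9, the last 2 chosen after seeing the data. At adjusted p, DESeq2, the deposited p-values and DESeq2 on all genes gave 10, 9 and 8 after the young platelet fraction and 41, 68 and 107 in microglia. The activation list no longer passed with scaling to library totals (-0.110) and without saline 2, saline 4, PF4 1, PF4 2 or PF4 3. Whether the numbers pair the microglia libraries was not settled. Same-number correlations were 0.136, 0.0586 and 0.0321 for saline 2, 3 and 4. Saline 2 and saline 3 correlated best with the PF4 library of their number, and saline 4 with PF4 3 (0.197). With the replicate block 29 genes passed, and the activation list was at -0.0834. Chemokine production regulators after young plasma turned higher with no filter (0.182) and with DESeq2 on all genes (0.550), where more genes enter. Choroid plexus genes after young plasma rose to 0.531 without young plasma 7150 and turned lower without saline 7152 (-0.387) and without the libraries apart (-0.287), and after the young platelet fraction they rose to 0.691 without mouse 7148 and turned lower without saline 7152 (-0.261). The other causes were not tested. For single genes, 1093 values with a library left out and 1370 under other alternatives kept direction and side of the threshold, 86 and 53 lost and 12 and 37 gained the call, and 11 and 4 changed direction without being called on either side, in Nfkb1 and Itgam in microglia, Ntf3 and Hba-a1 after young plasma and Cd68 and Tnfsf13b after the young platelet fraction. No called gene changed direction. With 4 against 3 libraries, exact tests cannot go below 0.0286, and limma recovered 25 of 100 simulated 3-fold changes in microglia at the threshold.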

Differences from the paper's values

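In microglia, the paper's number of differentially expressed genes at an unadjusted P under 0.01 is 346, and the number found with limma was 44. Of the alternatives set before the data were examined, the deposited p-values over the genes kept gave 232, within 1.5 times of the paper's value. Pseudocounts of 0.5 and 5 (45 each), no filter (32), the stricter filter (35), TMM scaling (43), scaling to library totals (48), edgeR (36), DESeq2 on the genes kept (179), the replicate block (29) and leaving out any library (22 to 123) did not. DESeq2 on all genes, chosen after seeing the values, gave 346 and dropped 0 of the paper's genes.

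Fitted fold changes differed for 4 genes near 0 in one group, where the pseudocount or the model sets the value, so neither side is a measured size or a bound. The paper's log2 fold changes, with the sign turned to PF4 over saline, are 11.18 for 2810021J22Rik, -10.51 for Akap1, -8.73 for Wee1 and 8.96 for Ska2, and those from limma with a pseudocount of 1 were 8.52, -7.56, -6.56 and 6.34. Of the alternatives set before the data were examined, edgeR and DESeq2 fell within the error of the paper's value for all 4, as do the deposited values, which are the paper's own, and so did a pseudocount of 0.5 for 2810021J22Rik, Wee1 and Ska2 but not Akap1 (-8.42). A pseudocount of 5, the filters, the scalings, the replicate block and leaving out single libraries, where these gave a value, did not.

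The paper states that expression of Nfkbia and Tnfsf13b fell in microglia after PF4. Both were lower, and neither passed the unadjusted P of 0.01 used for microglia with limma, although the legend of Fig. 2k names another test, an unpaired test of each gene. Nfkbia passed that threshold with DESeq2 on the genes kept and with the deposited p-values over the genes kept, and Tnfsf13b with those deposited p-values and without PF4 2. Both passed with DESeq2 on all genes, chosen after seeing the values. No other planned setting called either gene.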

Other observations

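Hippocampal values of genes that the paper measured in other cohorts are given here, since no sentence of the paper reports them for these libraries. C1qb, of the complement cascade, had 988 ± 90.6 normalized counts (SD, n = 6) after young plasma and 930 ± 123 (SD, n = 5) after saline (two-sided exact permutation test, p = 0.392), and 1030 ± 87.8 (SD, n = 6) after the young platelet fraction (p = 0.177 in the same exact test). Its log2 fold changes were 0.02 and 0.07 without saline 7146, and 0.14 and 0.20 without saline 7143. Itgam, which encodes CD11b, had 226 ± 52.3 and 221 ± 30.3 (SD, n = 6 each) against 266 ± 71.4 (SD, n = 5, table of young plasma). Nfkbia had 437 ± 55.6 and 449 ± 82.7 (SD, n = 6 each) against 396 ± 55.6 (SD, n = 5). Tnf was near 1 normalized count in every group and was not tested. Bdnf, a neurotrophin, had 508 ± 116 and 515 ± 87.4 (SD, n = 6 each) against 568 ± 124 (SD, n = 5). Its log2 fold changes were -0.05 and -0.02 without saline 7152. They were -0.25 without young plasma 7150 and -0.22 without young platelet fraction 7595. Lgi1, a secreted synaptic protein, was lower after young plasma at the threshold, at 1231 ± 238 (SD, n = 6) against 1582 ± 199 (SD, n = 5), and at 1437 ± 211 (SD, n = 6) after the young platelet fraction, which did not pass. Between the treatments, 0 of the 13693 genes tested differed at adjusted p with limma, so no difference between them is called in this gene.

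Siglech and Tmem119, homeostatic genes of microglia, were lower in the hippocampus after the young platelet fraction, at 234 ± 28.5 and 525 ± 57.8 normalized counts (SD, n = 6) against 283 ± 21.2 and 624 ± 43.9 (SD, n = 5), and the call of Siglech was lost without saline 7152. Gh, growth hormone, a transcript of the pituitary, had 2.55 ± 5.32 normalized counts (SD, n = 6) after young plasma and 35.4 ± 34.2 (SD, n = 5) after saline, and 246 ± 339 (SD, n = 6) after the young platelet fraction. In microglia, the ribosomal protein genes Rps16 and Rpl13 had 3164 ± 135 and 18410 ± 1061 (SD, n = 4) after PF4 against 4700 ± 929 and 24015 ± 2275 (SD, n = 3) after saline.

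Of 658, 657 and 615 Reactome sets tested after young plasma, the young platelet fraction and PF4 in microglia, 5, 22 and 20 passed adjusted p with camera at the preset correlation and 0 with an estimated correlation (smallest 0.998, 0.952 and 0.9999). Those after young plasma were sets of translation and of respiratory electron transport. No pair of libraries was a duplicate of another: over 136 pairs of hippocampal and 21 pairs of microglia libraries, the smallest chi-square per gene was 4.59 and 105.6.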
